# Drp1 regulates mitochondrial health and controls skeletal muscle mass through the Erk1/2-Nur77 pathway

**DOI:** 10.1126/sciadv.aec0795

**Published:** 2026-05-08

**Authors:** Alice M. Ma, Peter H. Tran, Nicole L. Yang, Jennifer Ngo, Hirotaka Iwasaki, Wenjuan Ren, Simone Livit, Linsey Stiles, Sarah Wang, Trinity Ho, Emma Y. Yim, Noelle Morrow, Morgan M. Johnson, Caroline Cleary, Kai Zou, Rachelle H. Crosbie, Yuwei Jiang, Orian S. Shirihai, Jonathan Wanagat, Sushil Mahata, James A. Wohlschlegel, Andrea L. Hevener, Zhenqi Zhou

## Abstract

The maintenance of skeletal muscle mass relies on mitochondrial quality control, including balanced dynamics and mitophagy. Dynamin-related protein 1 (Drp1), a central mediator of mitochondrial fission, is essential for these processes, yet its role in muscle mass regulation remains incompletely defined. Here, we show that acute Drp1 deletion in the skeletal muscle increases Parkin-mediated mitochondrial degradation, reduces mitochondrial DNA (mtDNA) content, and leads to severe muscle atrophy. Although dual deletion of Drp1 and Parkin restores mtDNA content, muscle loss persists. Mechanistically, Drp1 loss impairs mitochondrial respiratory chain activity, suppressing extracellular signal–regulated kinase 1/2 (Erk1/2) signaling and down-regulating the nuclear receptor subfamily 4 group A member 1 (Nur77). Pharmacologic β2-adrenergic receptor activation with clenbuterol reactivated Erk1/2, restored Nur77 expression, and rescued muscle atrophy. These findings define a Drp1-Erk1/2-Nur77 signaling axis linking mitochondrial integrity to skeletal muscle mass and identify a potential therapeutic target for muscle degeneration in mitochondrial and metabolic diseases.

## INTRODUCTION

Skeletal muscle atrophy occurs not only as a natural consequence of aging but also as a pathological feature of various diseases, including diabetes, cancer cachexia, and certain neurodegenerative disorders (*1*, *2*). Mitochondria serve as central hubs for cellular energy metabolism, calcium homeostasis, and cholesterol biosynthesis, and their dynamic regulation is critical for maintaining skeletal muscle integrity and function (*3*, *4*).

Mitochondria are highly dynamic organelles that continuously undergo fusion and fission, processes essential for maintaining mitochondrial function, quality control, cellular energy homeostasis, and adaptation to physiological stress (*5*, *6*). Mitochondrial fusion is regulated by the mitofusin 1 (Mfn1) and mitofusin 2 (Mfn2), which are located on the outer mitochondrial membrane, as well as optic atrophy 1 (Opa1), which is located on the inner mitochondrial membrane (*7*). In contrast, mitochondrial fission is primarily mediated by Drp1 (encoded by *Dnm1l* gene), a cytosolic guanosine triphosphatase (GTPase) that translocates to the mitochondrial outer membrane upon activation (*8*). Drp1 interacts with adapter proteins including mitochondrial fission factor (Mff), mitochondrial fission 1 (Fis1), and mitochondrial dynamics protein 49/51 (MiD49/51), facilitating mitochondrial division (*9*). Dysregulation of mitochondrial dynamics has been implicated in a variety of pathological conditions, including neurodegenerative diseases (*10*), metabolic disorders (*11*), and muscle atrophy (*12*, *13*), highlighting the importance of these processes in maintaining cellular health.

To sustain a healthy mitochondrial network, Drp1 facilitates the segregation and removal of damaged mitochondria (*14*, *15*). Although global deletion of Drp1 is embryonically lethal, studies have shown that conditional loss and gain of Drp1 expression regulates muscle growth and mass (*16*–*18*). However, the precise mechanisms by which Drp1 maintains skeletal muscle function remain incompletely understood.

Our previous studies of conventional muscle-specific *Dnm1l* heterozygous knockout (mDrp1^HET^) mice revealed that Drp1 is critical for mitochondrial complex II assembly and lipid oxidation, thereby influencing systemic glucose homeostasis and affecting maximal running speed and muscle endurance capacity (*19*, *20*). However, we were only able to obtain heterozygous mice, suggesting that skeletal muscle Drp1 null mutation is embryonically lethal. To circumvent this limitation and prevent developmental compensation of gene deletion, we generated a tamoxifen (TM)–inducible skeletal muscle–specific *Dnm1l* knockout (miDrp1^KO^) mouse model, allowing us to examine the direct effects of Drp1 loss in the skeletal muscle of adult mice. Here, we show that acute Drp1 deletion promotes a progressive decline in mitochondrial DNA (mtDNA) content, accompanied by a distinct metabolic profile that differs from the previously described mDrp1^HET^ mice (*19*). The loss of Drp1 elevates Parkin RBR E3 ubiquitin protein ligase (Parkin)–mediated mitochondrial degradation, contributing to mtDNA depletion, impaired mitochondrial activity, suppression of extracellular signal–regulated kinase 1/2 (Erk1/2) signaling, and down-regulation of nuclear receptor subfamily 4 group A member 1 (Nur77), a key regulator of muscle mass (*21*, *22*). Our findings suggest a direct link between mitochondrial dynamics and the transcriptional regulation of pathways governing muscle composition. We establish Drp1 as a key regulator of skeletal muscle homeostasis and uncover molecular mechanisms that could be leveraged for therapeutic interventions aimed at preserving muscle function in the context of metabolic-related diseases and aging-related muscle degeneration.

## RESULTS

### Skeletal muscle–specific *Dnm1l* null mice develop progressive muscle atrophy

Our previous study demonstrated that skeletal muscle expression of Drp1 is critical for survival, as homozygous *Dnm1l* gene deletion failed to produce a viable mouse (*19*). To overcome this limitation, we crossed floxed *Drp1* mice with a TM-inducible skeletal muscle–specific Cre mouse line (HSA-MerCreMer, under the control of the human skeletal actin, *ACTA1*, promoter) to generate a miDrp1^KO^ mouse model, which enables *Dnm1l* deletion in the skeletal muscle of adult mice, thereby avoiding confounding effects of development. Following 3 weeks of TM administration, Drp1 protein levels were reduced >50% in the skeletal muscle, whereas as expected, *Dnm1l* gene expression in the liver remained unchanged (Fig. 1A and fig. S1A). Consistent with the finding that Drp1 deletion impairs mitochondrial fission, we observed marked mitochondrial elongation in the skeletal muscle of miDrp1^KO^ mice (Fig. 1B and fig. S1B).

**Fig. 1.**
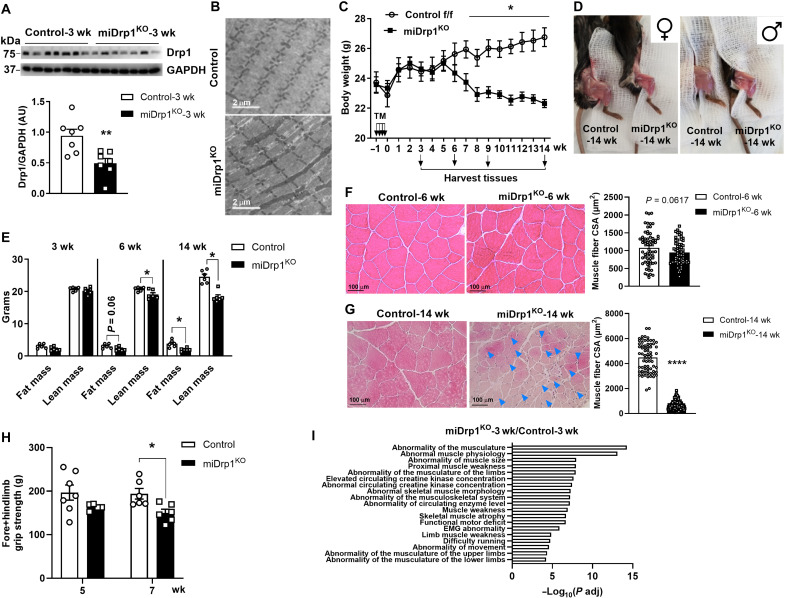
Acute skeletal muscle–specific *Dnm1l* deletion induces muscle wasting. (**A**) Western blot analysis validated the decreased Drp1 protein level in quadriceps muscles of miDrp1^KO^ mice at 3 weeks (*n* = 7) compared to controls (*n* = 7). The graph at the bottom represents the densitometry of Drp1 protein. wk, weeks; AU, arbitrary units; GAPDH, glyceraldehyde-3 phosphate dehydrogenase. (**B**) Electron microscopy images showing the elongated mitochondrial morphology in the soleus muscle of miDrp1^KO^ mice at 3 weeks post–*Dnm1l* deletion compared to control mice (scale bars, 2 μm). (**C**) Body weight of control (*n* = 6) and miDrp1^KO^ mice (*n* = 6). Tissues were harvested at 3, 6, 9, and 14 weeks post–*Dnm1l* deletion. (**D**) Picture of mouse muscles of both female and male control and miDrp1^KO^ mice at 14 weeks post–*Dnm1l* deletion. (**E**) Body composition of male control (*n* = 6) and miDrp1^KO^ mice (*n* = 6) at 3, 6, and 14 weeks post–*Dnm1l* deletion. H&E staining and muscle CSA (right) of gastrocnemius muscles from control and miDrp1^KO^ mice (**F**) at 6 weeks and (**G**) at 14 weeks after *Dnm1l* deletion (blue arrows indicate fibers with centralized nuclei; scale bars, 100 μm). Quantification of muscle CSA is shown on the right (*n* = 3). (**H**) Grip strength of control and miDrp1^KO^ mice at 5 weeks (control, *n* = 7; miDrp1^KO^, *n* = 6) and 7 weeks (control, *n* = 6; miDrp1^KO^, *n* = 7) post–*Dnm1l* deletion. (**I**) Human Phenotype Ontology enrichment analysis of RNA-seq data from quadriceps muscles of control and miDrp1^KO^ mice at 3 weeks. Data are presented as means ± SEM; unpaired Student’s *t* test two tailed. *P < 0.05; ****P < 0.0001.

A notable reduction in body weight was observed in miDrp1^KO^ mice compared to controls, beginning 6 weeks after *Dnm1l* deletion and persisting for up to 14 weeks (Fig. 1C). This wasting phenotype was observed in both sexes of mice (Fig. 1D) and was primarily attributed to a decrease in lean mass and gastrocnemius muscle weight beginning at 6 weeks after *Dnm1l* deletion (Fig. 1E and fig. S1C). We found that reduction in muscle mass in miDrp1^KO^ mice was independent of TM dosage as even a single injection of TM promoted severe muscle atrophy 15 weeks after administration (fig. S1, D to F). Moreover, partial loss of *Dnm1l* is sufficient to disrupt muscle homeostasis as miDrp1^HET^ mice also exhibited a decline in body weight beginning 6 weeks after *Dnm1l* deletion (fig. S1G). Histological analysis showed a modest reduction in muscle cross-sectional area (CSA) at 6 weeks after *Dnm1l* deletion, progressing to a marked decrease accompanied by numerous centralized nuclei at 14 weeks (Fig. 1, F and G). Consistent with these structural changes and progressive muscle wasting, a significant reduction in grip strength for miDrp1^KO^ mice was observed at 7 weeks after *Dnm1l* deletion compared with control (Fig. 1H). 

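RNA-seq was performed on quadriceps muscles of 3 control and 3 miDrp1 KO mice 3 weeks post–*Dnm1l* deletion. The miDrp1 KO mice carry floxed *Dnm1l* alleles and a tamoxifen-inducible Cre recombinase that is active in skeletal muscle, and the control mice carry the floxed alleles. Libraries were made from total RNA after ribosomal RNA depletion, and the authors deposited the unnormalized number of reads counted on each gene by Rsubread after alignment to GRCm38. The files list 27179 genes by Entrez identifier, of which 26457 had a count in at least 1 library. Totals per library were 25170274, 13989588 and 62042255 counts for control replicates B, C and D and 24348524, 28829756 and 20028624 counts for miDrp1 KO replicates A, E and F. The 15 genes of the mitochondrial genome are listed with 0 counts in all 6 libraries, so mitochondrially encoded transcripts could not be compared. Ribosomal RNA genes took 15.6, 7.95 and 3.36% of the counts in the control libraries B, C and D and 23.0, 1.48 and 24.4% in the miDrp1 KO libraries A, E and F. Counts were normalized by edgeR's TMM method, and 16483 genes passed its filter on low counts. On the first 3 principal components of these libraries, which held 41.5, 20.7 and 16.0% of the variance, the miDrp1 KO and control groups overlapped. The deleted gene, *Dnm1l* (Entrez 74006), lies on chromosome 16 of GRCm38 from 16312228 to 16359038. Its level was 156, 114 and 140 CPM, the counts scaled to a common library size, in control replicates B, C and D and 70.6, 81.3 and 66.2 CPM in miDrp1 KO replicates A, E and F. The means were 137 ± 21.2 CPM (SD, n = 3) in control and 72.7 ± 7.76 CPM (SD, n = 3) in miDrp1 KO muscle, with every miDrp1 KO library below every control library (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). The log2 fold change was −0.91 (standard error 0.18, adjusted p = 0.362 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and ranged from −1.05 to −0.79 over 16 alternative settings, with adjusted p from 0.00302 under DESeq2, the paper's tool, to 0.877. Before adjustment over all tested genes, the p of *Dnm1l*, a gene named in advance, was 3.89e-04 from edgeR's quasi-likelihood test.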

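Of the 16483 genes tested, 2 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1796 had an unadjusted p under 0.05, of which 771 were higher and 1025 lower in miDrp1 KO muscle. In 2965 genes (18.0%) the 3 miDrp1 KO libraries lay all above or all below the 3 control libraries, where chance gives 10% on average over the splits of the mice. Genes vary together between mice, so a single split can lie far from that average, and this share alone does not separate genotype from chance. The split of replicates A, C and D from B, E and F gave 1827 genes at an unadjusted p under 0.05, against 1796 for the real one. *Esr1* (Entrez 13982, chromosome 10 of GRCm38, 4611989 to 5005633) rose from 37.7 ± 4.72 CPM (SD, n = 3) in control to 551 ± 141 CPM (SD, n = 3) in miDrp1 KO muscle. Its log2 fold change was 3.87 (standard error 0.25, adjusted p = 1.07e-04 from the same test of edgeR), and counts per gene do not separate transcripts of *Esr1* from those of the Cre transgene, whose tamoxifen-binding part is an oestrogen receptor sequence. *Unc5a* (Entrez 107448, chromosome 13, 54945151 to 55006018) fell from 7.91 ± 1.53 CPM (SD, n = 3) to 0.949 ± 0.407 CPM (SD, n = 3), with a log2 fold change of −3.01 (standard error 0.33, adjusted p = 0.0122 from the same test of edgeR). Its adjusted p was above 0.05 without miDrp1 KO replicate E (0.0658) and without replicate F (0.0527), and ran from 4.01e-06 to 0.137 over 15 alternatives. Apart from the threshold without adjustment, the alternative that moved the number of genes most was DESeq2, whose independent filtering left 4431 genes with an adjusted p and which called 113 genes, 18 higher and 95 lower, among them *Esr1*. *Unc5a*, with a log2 fold change of −3.04 and an unadjusted p of 8.86e-18 from DESeq2's Wald test, was given no adjusted p, since the independent filtering removed it. All 113 had an unadjusted p under 0.05 in edgeR.
The annotations of the Human Phenotype Ontology were not used here. In their place stood a list of 175 inherited muscle disease genes, written from general knowledge before the counts were opened, of which 172 were tested. None of the 172 was called by edgeR, either over all genes or adjusted over the list alone, where the count was 0 as well, and 39 had an unadjusted p under 0.05. The planned test took both directions together, where 18.9 of the 172 are expected by chance (one-sided Fisher's exact test, p = 7.52e-06). Of these 39 genes, 36 were lower in miDrp1 KO muscle and 3 were higher. In a test of the lower genes alone, which was not planned, 10.8 of the 172 are expected by chance (one-sided Fisher's exact test, p = 1.17e-10). Among the 113 genes called by DESeq2, 13 were on the list, where 3.30 are expected (one-sided Fisher's exact test, p = 1.98e-05). None of these Fisher's tests allows for genes that vary together between mice. As a set, 135 of the 172 genes were lower and 37 higher, with a median log2 fold change of −0.23 against 0.02 for all other tested genes. Random lists matched on length, GC content and mean expression, added after the result was seen, centred on −0.16 (95% between −0.20 and −0.11). Genes alike in these properties thus share much of the shift. Limma's camera, with its preset correlation between genes of 0.01, gave p = 8.38e-10 for the list. With the correlation estimated from the libraries the p was 0.0430, and limma's fry gave 0.0162. After Benjamini-Hochberg adjustment over the 19 lists tested, only the preset correlation left a value under 0.05 (1.59e-08), against 0.554 with the estimated correlation and 0.249 with fry. The paper draws its statement about muscle dysfunction from the enriched Human Phenotype Ontology terms of the musculature in Fig. 1I.

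**Figure D1:**
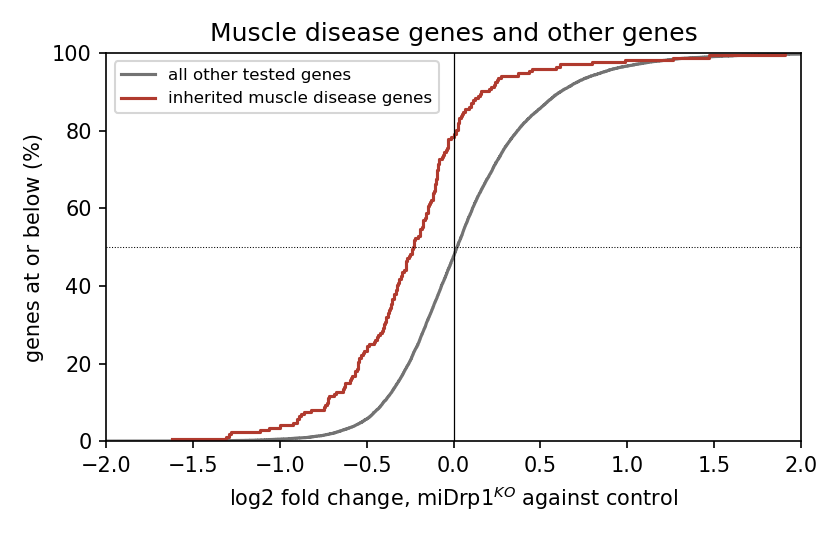
Cumulative distribution of the log2 fold change (miDrp1 KO against control quadriceps, 3 mice each) of the inherited muscle disease genes and of all other tested genes. The x axis is the log2 fold change and the y axis the share of genes at or below it. 78.5% of the 172 muscle disease genes lie below 0, against 47.7% of the 16311 other genes. The other genes were not matched to the list on length, GC content or expression.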

Transcriptomic analysis by RNA sequencing (RNA-seq) revealed that numerous pathways related to muscle dysfunction were already enriched in miDrp1^KO^ skeletal muscle as early as 3 weeks post–*Dnm1l* deletion (Fig. 1I). Given the mechanistic complexity of muscle wasting mechanisms and the potential activation of compensatory pathways at later stages, we focused our attention on mice 3 weeks post–*Dnm1l* deletion, a time point before overt muscle atrophy.

### Distinct metabolic profiles in conventional versus inducible muscle-specific *Dnm1l* null mouse models

To determine the impact of timing of Drp1 deletion on muscle metabolism, we compared conventional and inducible Drp1-knockout models. In contrast to the reduced oxygen consumption rate (VO_2_) and energy expenditure (EE) observed in conventional mDrp1^HET^ mice, conditional miDrp1^HET^ mice exhibited no change in systemic metabolism, physical activity, or food and water intake in 4 weeks after *Dnm1l* gene deletion, relative to their respective control mice (Fig. 2A and fig. S2, A to G) (*19*). Furthermore, high-fat diet (HFD) feeding did not alter this wasting phenotype, suggesting that muscle wasting in miDrp1^KO^ mice is independent of caloric intake (fig. S2H). Although mDrp1^HET^ mice displayed impaired glucose and insulin tolerance, miDrp1^KO^ mice showed no alterations in plasma concentrations of insulin and leptin or glucose homeostasis; however, they demonstrated blunted counterregulatory responses to insulin, consistent with prior observations in partial Drp1 knockout models (Fig. 2, B to E) (*19*, *23*). Both mDrp1^HET^ and miDrp1^KO^ mice have significantly elevated plasma lactate, but unchanged succinate levels were observed only in miDrp1^KO^ mice. This may be explained by the reduced succinyl–coenzyme A (CoA) synthetase activity observed specifically in the skeletal muscle miDrp1^KO^ mice (Fig. 2, F to H) (*19*). Moreover, although mDrp1^HET^ mice show skeletal muscle lipid accumulation, no differences in muscle triglyceride or cholesterol ester content were detected between miDrp1^KO^ and control mice (Fig. 2I and fig. S2, I to L) (*19*).

**Fig. 2.**
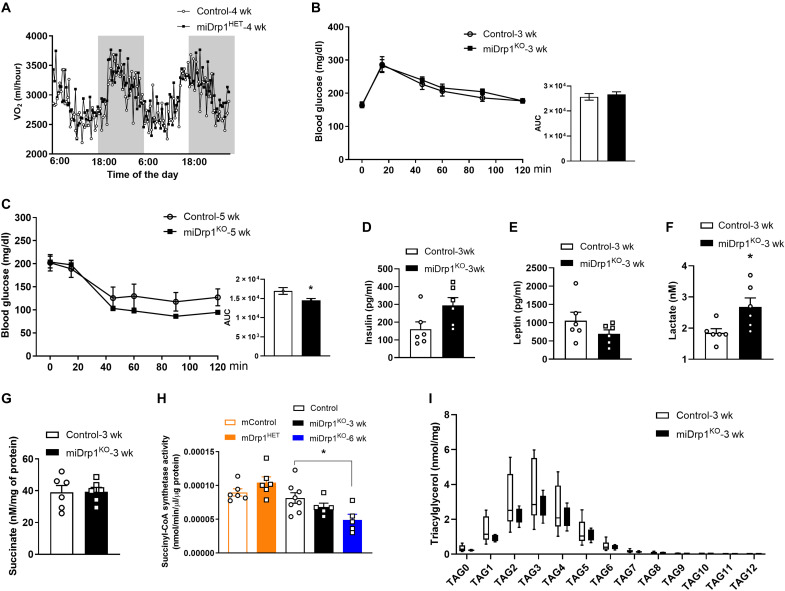
Comparative phenotypic analysis of conventional and inducible Drp1 deletion in the skeletal muscle. (**A**) Oxygen consumption rate of NC-fed control (*n* = 6) and miDrp1^HET^ (*n* = 6) mice at 4 weeks post–*Dnm1l* deletion. Open columns represent daytime, whereas shaded columns represent nighttime. The same cohort of mice was used for both GTT and ITT assays: (**B**) intraperitoneal GTT and AUC (area under the curve) for NC-fed control (*n* = 5) versus miDrp1^KO^ mice (*n* = 5) at 3 weeks post–*Dnm1l* deletion and (**C**) intraperitoneal ITT and AUC in NC-fed control (*n* = 5) versus miDrp1^KO^ mice (*n* = 5) at 5 weeks post–*Dnm1l* deletion. (**D**) Plasma insulin, (**E**) leptin, and (**F**) lactate levels in male miDrp1^KO^ (*n* = 6) versus control (*n* = 6) mice fed an NC diet at 3 weeks post–*Dnm1l* deletion. (**G**) Succinate levels and (**H**) succinyl-CoA synthetase activity in gastrocnemius muscles of control and miDrp1^KO^ mice (*n* = 5 to 8) at 3 weeks post–*Dnm1l* deletion. (**I**) Triacylglycerol levels in gastrocnemius muscles of control (*n* = 8) and miDrp1^KO^ (*n* = 6) mice at 3 weeks post–*Dnm1l* deletion. Data are presented as means ± SEM; unpaired Student’s *t* test two tailed. *P < 0.05.

### Progressive decline in mtDNA content following acute Drp1 deletion

Maintaining balanced mitochondrial dynamics is essential for preserving mitochondrial genome integrity and preventing sterile inflammation triggered by mislocalized mtDNA and activation of intracellular DNA sensors (*13*). We therefore examined the impact of Drp1 deletion on mitochondrial genome integrity and associated stress responses. mtDNA content was unchanged in Drp1^KD^ C2C12 myoblast and myotubes and in the skeletal muscle of miDrp1^HET^ mice (Fig. 3, A and B). However, mtDNA content significantly decreased, starting at 6 weeks after *Dnm1l* deletion, in both female and male miDrp1^HET^ and miDrp1^KO^ mice (Fig. 3C and fig. S3, A and B). Mitochondrial transcription factor A (TFAM) protein levels were significantly decreased at 6 weeks after *Dnm1l* deletion, whereas peroxisome proliferator–activated receptor gamma coactivator 1-alpha (Pgc1α) protein levels remained unchanged (Fig. 3D). Alongside the decrease in mtDNA content at 6 weeks, mtDNA-encoded genes, including cytochrome c oxidase I (*Co1*), NADH-ubiquinone oxidoreductase chain 1 (*Nd1*), and NADH-ubiquinone oxidoreductase chain 4 (*Nd4*), were significantly down-regulated as early as 3 weeks postdeletion, preceding the drop in mtDNA content (Fig. 3E). Similarly, the expression of mtDNA-encoded genes was significantly reduced in the gastrocnemius muscles of miDrp1^HET^ mice compared to control mice 6 weeks postdeletion (fig. S3C). Expression of mitochondrial polymerase gamma 1 (*Polg1*), which encodes the catalytic subunit of mtDNA polymerase gamma, was elevated by nearly sixfold in miDrp1^KO^ versus control, potentially reflecting a compensatory response to impaired mtDNA replication (Fig. 3E). Our previous study shows that mitochondrial complex II dysfunction is an early event that occurs following skeletal muscle Drp1 deletion (*19*). In support of this notion, inhibition of mitochondrial complex II activity in C2C12 myotubes using 3-nitropropionic acid (3-NP), an irreversible inhibitor of complex II, recapitulated the reduction in mtDNA content and mtDNA-encoded gene expression observed after *Dnm1l* deletion (fig. S3, D and E).

**Fig. 3.**
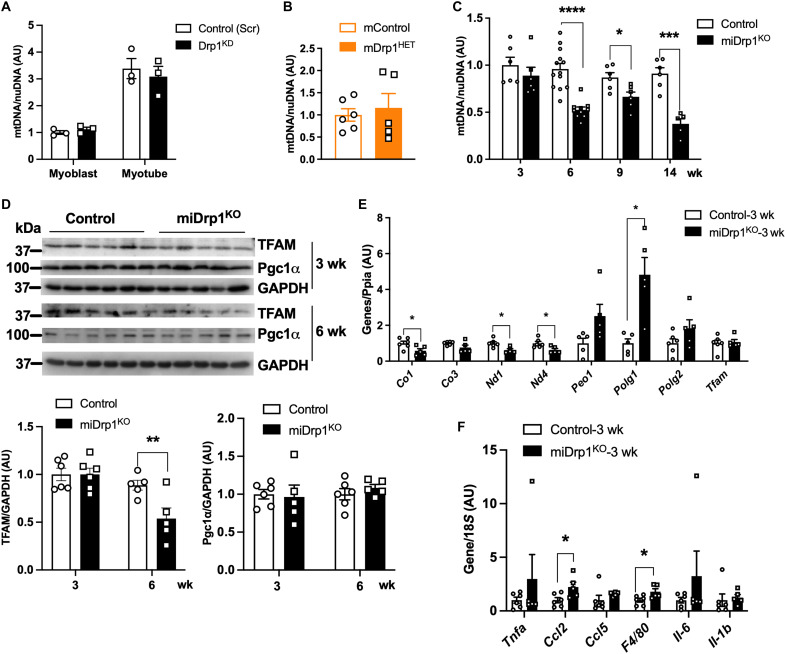
Acute Drp1 deletion drives progressive mtDNA depletion. (**A**) mtDNA content in control (Scr) and Drp1^KD^ C2C12 myoblasts and myotubes (*n* = 3). (**B**) mtDNA content in gastrocnemius muscles of 4- to 6-month-old male mControl (*n* = 6) and mDrp1^HET^ mice (*n* = 5). (**C**) mtDNA content in gastrocnemius muscles of control and miDrp1^KO^ mice at 3 weeks (control, *n* = 6; miDrp1^KO^, *n* = 6), 6 weeks (control, *n* = 13; miDrp1^KO^, *n* = 10), 9 weeks (control, *n* = 6; miDrp1^KO^, *n* = 6), and 14 weeks (control, *n* = 6; miDrp1^KO^, *n* = 5) post–*Dnm1l* deletion. (**D**) Western blot and the densitometric analysis (bottom) of TFAM and Pgc1α in quadriceps muscles of controls (*n* = 6) and miDrp1^KO^ mice (*n* = 5) at 3 and 6 weeks post–*Dnm1l* deletion. (**E**) mtDNA-encoded gene and mtDNA transcription and replication transcript in quadriceps muscles of controls (*n* = 6) and miDrp1^KO^ mice (*n* = 5) at 3 weeks post–*Dnm1l* deletion. (**F**) Inflammation gene transcript in quadriceps muscles of controls (*n* = 6) and miDrp1^KO^ mice (*n* = 5) at 3 weeks post–*Dnm1l* deletion. Data are presented as means ± SEM; unpaired Student’s *t* test two tailed. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

We next examined whether acute Drp1 deletion in the skeletal muscle triggers an early inflammatory response. Expression of inflammatory genes chemokine (C-C motif) ligand 2 (*Ccl2*) and adhesion G protein–coupled receptor E1 (*F4/80*) was significantly increased in miDrp1^KO^ skeletal muscle at 3 weeks post–*Dnm1l* deletion, whereas the phosphorylated nuclear factor of kappa light polypeptide gene enhancer in B cell inhibitor (IκB) Ser^32^ protein levels remained unchanged (Fig. 3F and fig. S3F). Notably, inflammatory cytokines and chemokines remained unchanged at 3 weeks but were significantly elevated by 11 weeks after *Dnm1l* deletion in miDrp1^KO^ mice compared with control mice (fig. S3, G and H). Similarly, 3-NP treatment heightened inflammatory gene expression in C2C12 myotubes (fig. S3I).

### Acute Drp1 deletion enhances mitochondrial degradation followed by ER stress responses in the skeletal muscle

The decline in mtDNA content prompted us to investigate whether Drp1 deletion alters mitophagy, a potential mechanism underlying mitochondrial depletion. Drp1 is essential for segregation of damaged mitochondria for mitophagy (*24*). Unexpectedly, we observed a notable overlap of lysosomal-associated membrane protein 1 (Lamp1, lysosomal marker) and ATP synthase F1 subunit α (Atp5α, mitochondrial marker) in the skeletal muscle of miDrp1^KO^ mice as early as 3 weeks post–*Dnm1l* deletion (Fig. 4A and fig. S4A), indicating increased lysosome-mitochondrion interactions. MitoQC is a fluorescence-based reporter that enables real-time assessment of mitophagy through pH-sensitive dual fluorescence signals (*25*). We observed an increased number of red-only fluorescence signals in the skeletal muscle of miDrp1^KO^ mice 3 weeks post–*Dnm1l* deletion versus control (fig. S4B), indicating enhanced mitochondrial degradation. To further validate the mitochondrial degradation in muscle of miDrp1^KO^ mice, we separated cytosolic and mitochondrial fractions of the skeletal muscle to assess mitochondrial ubiquitination. Consistent with increased lysosomal-mitochondrial colocalization, we detected increased abundance of mono-poly-ubiquitin–labeled proteins in the mitochondrial fraction. In contrast, the cytosolic fraction showed a modest upward trend that did not reach statistical significance (Fig. 4, B and C). Transient knockdown (KD) of Drp1 in C2C12 myotubes using lentiviral short hairpin RNA (shRNA) shows a consistent increase in mono-poly-ubiquitin protein levels in mitochondrial fractions (Fig. 4D and fig. S4C). Together, these findings suggest that acute Drp1 deletion elevates mitochondrial degradation in the skeletal muscle. To further support this, we next performed mass spectrometry (MS) profiling proteins in isolated mitochondria from the skeletal muscle of control and miDrp1^KO^ mice at 3 weeks post–*Dnm1l* deletion. MS confirmed lower mitochondrial Drp1 protein levels in miDrp1^KO^ muscles (fig. S4D). Mitochondrial proteomics enrichment analysis strongly linked impairment of mitochondrial oxidative metabolism with muscle dysfunction. Proteins associated with electron transport chain (ETC) complexes I, II, III, IV, and V were significantly reduced by 46, 75, 78, 55, and 69%, respectively (Fig. 4E).

**Fig. 4.**
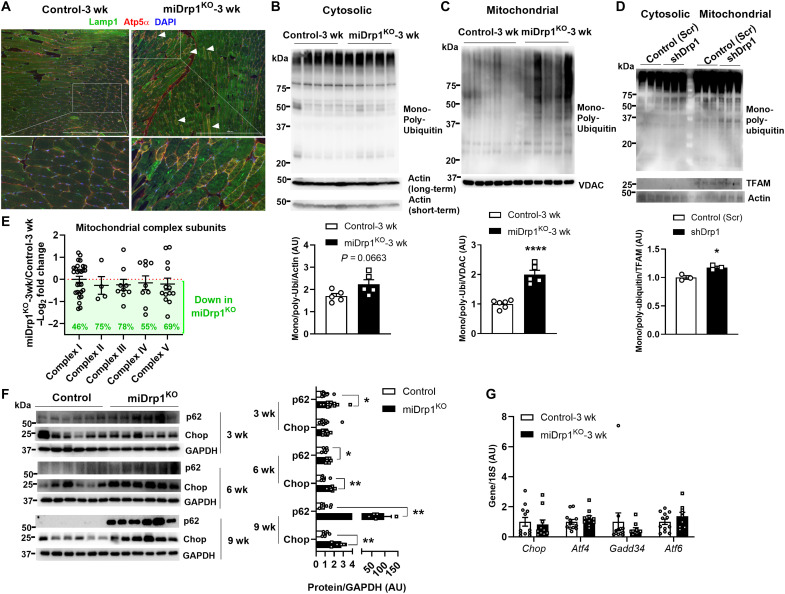
Drp1 deletion from the skeletal muscle promotes early activation of mitochondrial degradation. (**A**) Immunofluorescence analysis of the lysosomal marker Lamp1 and mitochondrial marker Atp5α in gastrocnemius muscles of male control and miDrp1^KO^ mice at 3 weeks post–*Dnm1l* deletion (scale bars, 1000 μm). Western blot and the densitometric analysis (bottom) of mono- and poly-ubiquitin protein abundance in the (**B**) cytosolic fraction (control, *n* = 6; miDrp1^KO^, *n* = 5) and (**C**) mitochondrial fraction (control, *n* = 5; miDrp1^KO^, *n* = 5) of gastrocnemius muscles at 3 weeks post–*Dnm1l* deletion. VDAC, voltage-dependent anion channel 1. (**D**) Western blot and the densitometric analysis (bottom) of mono- and poly-ubiquitin protein levels in the cytosolic fraction and mitochondrial fraction (*n* = 3) of C2C12 myotubes treated with lentiviral shRNA targeting *Dnm1l* for 96 hours to achieve Drp1 KD. (**E**) Mitochondrial complex–associated subunit abundance detected in isolated organelles from gastrocnemius muscles of miDrp1^KO^ (*n* = 6) versus control mice (*n* = 6) at 3 weeks post–*Dnm1l* deletion, as determined by MS. (**F**) Western blot and the densitometric analysis (right) of p62 and Chop in quadriceps muscles of controls and miDrp1^KO^ mice at 3 weeks (control, *n* = 6; miDrp1^KO^, *n* = 6), 6 weeks (control, *n* = 6; miDrp1^KO^, *n* = 6), and 9 weeks (control, *n* = 12; miDrp1^KO^, *n* = 11) post–*Dnm1l* deletion. (**G**) Gene expression of ER stress markers in quadriceps muscles of controls (*n* = 12) and miDrp1^KO^ (*n* = 10) mice at 3 weeks post–*Dnm1l* deletion. Data are presented as means ± SEM; unpaired Student’s *t* test two tailed. *P < 0.05; **P < 0.01; ****P < 0.0001.

Mitochondrial turnover by mitophagy relies heavily on macroautophagy (*26*). Sequestosome 1 (p62) is an autophagy adaptor protein that binds to ubiquitinated cargo and facilitates its degradation by interacting with microtubule-associated protein 1 light chain (LC3), thereby promoting autophagosome formation and lysosomal degradation (*27*, *28*). We examined p62 and LC3 protein abundance at 3, 6, and 9 weeks post–*Dnm1l* deletion. We observed a sustained elevation in p62 protein levels in the skeletal muscle of miDrp1^KO^ mice compared to control mice, beginning 3 weeks after *Dnm1l* deletion and persisting through 9 weeks (Fig. 4F). The relative level of LC3BII to LC3BI is used as a biomarker of autophagosome formation and autophagy flux (*29*). Elevated LC3BII protein levels were only observed at 9 weeks post–*Dnm1l* deletion (fig. S4, E to G), with similar findings for Pgc1α (fig. S4G). These findings indicate that acute Drp1 deletion rapidly triggers accumulation of p62 without concurrent changes in LC3 and mitochondrial biogenesis.

A previous study has shown that deletion of Drp1 induces endoplasmic reticulum (ER) stress at 70 days after *Dnm1l* gene deletion (*17*). We found that the gene expression of ER stress markers, including DNA damage-inducible transcript 3 (*Chop*), activating transcription factor 4 (*Atf4*), protein phosphatase 1 regulatory subunit 15A (*Gadd34*), and activating transcription factor 6 (*Atf6*), as well as protein levels of phosphorylated eukaryotic translation initiation factor 2 alpha (Eif2α), was unchanged in the skeletal muscle of miDrp1^KO^ mice at 3 weeks post–*Dnm1l* deletion (Fig. 4G and fig. S4H). C/EBP homologous protein (Chop) was elevated starting at 6 and 9 weeks post–*Dnm1l* deletion (Fig. 4F). These findings suggest that elevated ER stress is not an early response to Drp1 deletion.

Kelch-like ECH-associated protein 1 (Keap1), a substrate adaptor of the Cullin 3–RING E3 ubiquitin ligase complex, is recruited to mitochondria by p62 and facilitates Parkin-independent mitophagy in the liver (*30*). However, Keap1 protein levels remained unchanged in the mitochondrial fraction of skeletal muscle between control and miDrp1^KO^ mice at 3 weeks post–*Dnm1l* deletion (fig. S4I), suggesting that Keap1 may not play a major role in early mitophagic responses to Drp1 deletion in the skeletal muscle.

### Acute Drp1 deletion activates Parkin-mediated mitochondrial degradation

Parkin (encoded by the *Park2* gene), an E3 ubiquitin ligase, plays an essential role in mitophagy by ubiquitinating outer mitochondrial membrane proteins on damaged mitochondria (*31*). However, mitophagy can occur through both Parkin-dependent and Parkin-independent pathways (*32*–*34*). In the skeletal muscle, we observed that Parkin protein levels were reduced in mDrp1^HET^ mice but not miDrp1^KO^ mice (fig. S5, A and B). These findings suggest that mitochondrial degradation in miDrp1^KO^ muscle could be mediated by Parkin-dependent mechanisms. To validate this, we generated a TM-inducible Drp1 and Parkin double-knockout mouse model (miDP^KO^). As expected, Drp1 protein levels were markedly reduced in the skeletal muscle of both miDrp1^KO^ and miDP^KO^ mice compared to control mice, whereas Parkin protein levels were only decreased in miDP^KO^ mice (Fig. 5A). miDP^KO^ still exhibited a muscle wasting phenotype similar to miDrp1^KO^ mice, with significant reductions in both quadricep and gastrocnemius muscle mass (Fig. 5, B to E, and fig. S5C). Notably, both digital polymerase chain reaction (PCR) and real-time PCR [quantitative (qPCR)] analyses revealed that Parkin deletion preserved mtDNA content in the skeletal muscle of miDP^KO^ mice compared with control mice (Fig. 5F and fig. S5D). In addition, mono- and poly-ubiquitinated protein abundance was significantly decreased in isolated mitochondrial fractions from miDP^KO^ skeletal muscle (Fig. 5G). In contrast, elevated p62 protein levels were observed in both isolated mitochondrial fractions and total muscle lysates as early as 3 weeks post–*Dnm1l* and *Park2* deletion (Fig. 5G and fig. S5E). These findings indicate that Parkin is a key mediator of mitochondrial degradation in miDrp1^KO^ mice. Consistent with the muscle atrophy phenotype, the gene expression of pro-inflammatory cytokine *Ccl2* and atrophy marker muscle RING finger protein 1 (*Trim63*) was increased in the skeletal muscle of miDP^KO^ versus control (Fig. 5H).

**Fig. 5.**
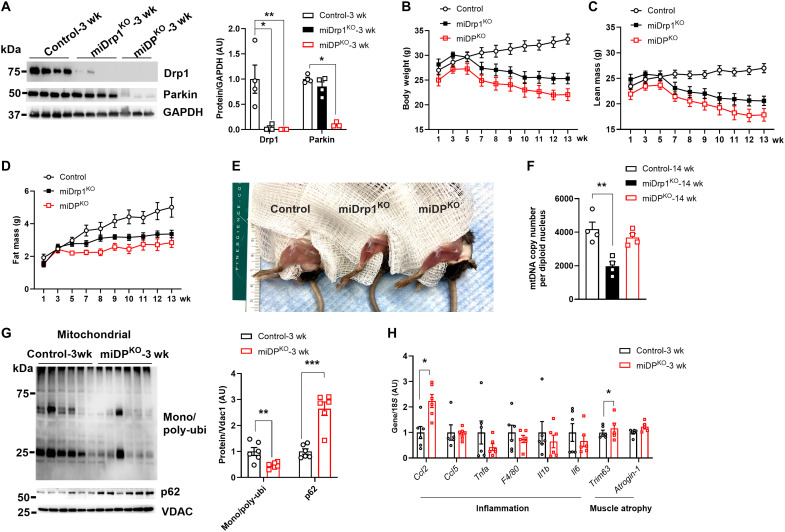
Parkin is required for mitochondrial degradation but not for muscle wasting in Drp1-deficient skeletal muscle. (**A**) Western blot and the densitometric analysis (right) of Drp1 and Parkin in quadriceps muscles of controls (*n* = 4), miDrp1^KO^ (*n* = 4), and miDP^KO^ (*n* = 3) mice. (**B**) Body weight, (**C**) lean mass, and (**D**) fat mass of controls (*n* = 4), miDrp1^KO^ (*n* = 4), and miDP^KO^ (*n* = 3) mice post–TM injection. (**E**) Hindlimbs of male controls, miDrp1^KO^, and miDP^KO^ mice at 14 weeks post–*Dnm1l* deletion. (**F**) mtDNA content in gastrocnemius muscles of controls (*n* = 4), miDrp1^KO^ (*n* = 4), and miDP^KO^ (*n* = 4) mice at 14 weeks post–*Dnm1l* deletion examined by digital PCR. (**G**) Western blot and the densitometric analysis (right) of mono- and poly-ubiquitin protein levels in mitochondrial fractions of quadriceps muscles from control (*n* = 6) and miDrp1^KO^ (*n* = 6) mice at 3 weeks post–*Dnm1l* deletion. (**H**) Inflammation and muscle atrophy gene expression in quadriceps muscles of controls (*n* = 6) and miDP^KO^ (*n* = 6) mice at 3 weeks post–*Dnm1l* deletion. Data are presented as means ± SEM; unpaired Student’s *t* test two tailed. *P < 0.05; **P < 0.01; ***P < 0.001.

To better clarify Parkin’s role in the skeletal muscle, we generated a TM-inducible Parkin knockout mouse model (miParkin^KO^). Body weight of miParkin^KO^ mice remained unchanged under normal chow (NC) feeding but was significantly increased following an HFD feeding versus control (fig. S5, F and G), indicating that Parkin deletion alone is insufficient to drive muscle atrophy.

### Drp1 deletion reduces Nur77 expression to promote muscle atrophy

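*Nr4a1* (Entrez 15370, chromosome 15 of GRCm38, 101253902 to 101274795) encodes Nur77. In the RNA-seq libraries of quadriceps muscle 3 weeks post–*Dnm1l* deletion, its level was 94.0, 108 and 80.7 CPM in control replicates B, C and D. In miDrp1 KO replicates E and F it was 48.5 and 39.4 CPM, below every control library, whereas miDrp1 KO replicate A, at 103 CPM, lay within the control range. The means were 94.2 ± 13.6 CPM (SD, n = 3) in control and 63.7 ± 34.5 CPM (SD, n = 3) in miDrp1 KO muscle, a difference smaller than the SD of the miDrp1 KO group (two-sided exact permutation test, p = 0.3, where the smallest p is 0.1). The log2 fold change was −0.57 (standard error 0.35, adjusted p = 0.584 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under DESeq2 it was −0.58 (adjusted p = 0.295 from its Wald test with Benjamini-Hochberg adjustment). The log2 fold change was negative in all 16 alternative settings, and ran from −1.08 without miDrp1 KO replicate A to −0.30 without miDrp1 KO replicate F. The adjusted p was lowest without replicate A (0.0628) and reached 0.877 in other settings, so that *Nr4a1* was below 0.05 in none of them.

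**Figure D2:**
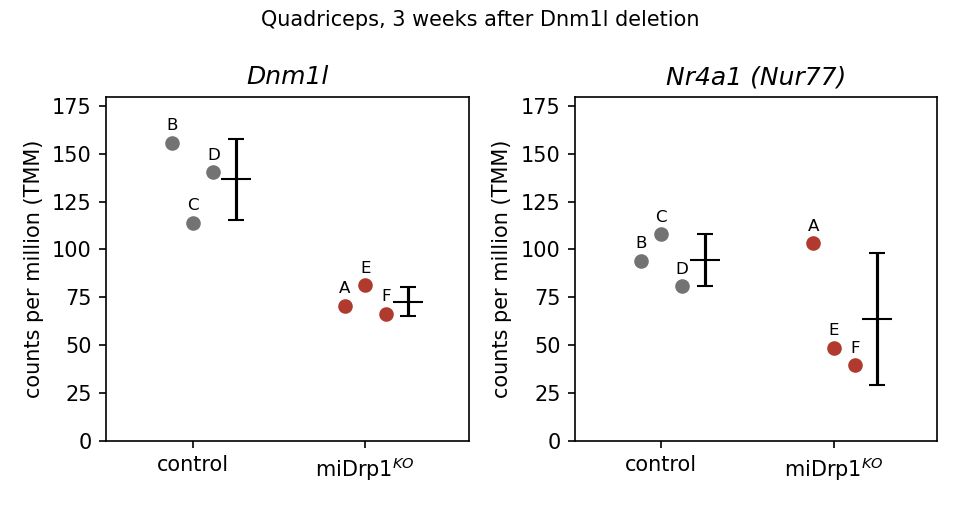
Level of *Dnm1l* and *Nr4a1* in CPM in quadriceps muscle of control and miDrp1 KO mice, with 1 point per mouse labelled by replicate and bars for the mean ± SD (n = 3). The *Dnm1l* points of the 2 groups are apart, and the *Nr4a1* point of miDrp1 KO replicate A (103 CPM) lies among those of the control mice.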

Among the early transcriptional changes identified by RNA-seq analysis of muscle from mice 3 weeks after *Dnm1l* deletion, a significant reduction in the expression of *Nur77* was observed. Nur77 deficiency reduces muscle mass and myofiber size, primarily due to the loss of inhibitory regulation on muscle atrophy markers muscle atrophy F-box (*Atrogin-1*) and *Trim63* gene expression (*21*, *22*). Consistent with RNA-seq data, both Nur77 transcript and protein levels were significantly reduced in miDrp1^KO^ skeletal muscle as early as 3 weeks post–*Dnm1l* deletion, with the reduction in protein levels persisting up to 6 weeks (Fig. 6A). Reduction of *Nur77* gene expression was also observed in miDP^KO^ mice at 3 weeks post–*Dnm1l* deletion but not in mDrp1^HET^ mice (fig. S6A). Moreover, we found that 3-NP (complex II inhibitor) treatment also significantly reduced *Nur77* gene expression in C2C12 myotubes (fig. S6B). Notably, the gene expression of *Atrogin-1* and *Trim63* was also up-regulated in miDrp1^KO^ mice at both 3 and 6 weeks post–*Dnm1l* deletion versus control (Fig. 6B). FoxO1 and FoxO3a are key transcription factors that promote muscle atrophy by activating the expression of *Atrogin-1* and *Trim63* (*35*). However, neither the phosphorylation of FoxO1 nor FoxO3a were changed in miDrp1^KO^ mice compared to control mice (Fig. 6C and fig. S6C).

**Fig. 6.**
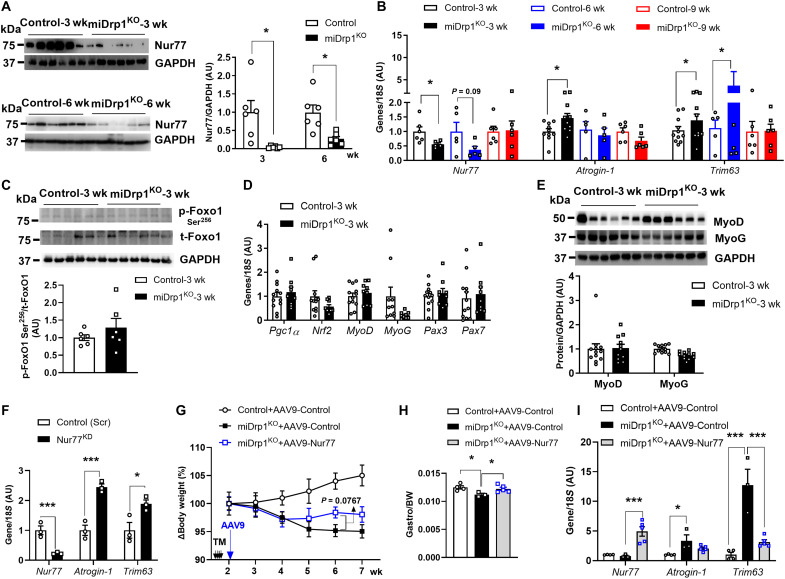
Acute Drp1 deletion suppresses Nur77 expression and promotes muscle atrophy. (**A**) Western blot and the densitometric analysis (right) of Nur77 in quadriceps muscles of controls (*n* = 6) and miDrp1^KO^ (*n* = 6) mice at 3 and 6 weeks post–*Dnm1l* deletion. (**B**) *Nur77*, *Atrogin-1*, and *Trim63* gene expression in quadriceps muscles of controls and miDrp1^KO^ mice at 3, 6, and 9 weeks post–*Dnm1l* deletion (*n* = 5 to 11). (**C**) Western blot and the densitometric analysis (bottom) of phospho-FoxO1 Ser^256^ and FoxO1 in quadriceps muscles of controls (*n* = 6) and miDrp1^KO^ (*n* = 6) mice at 3 weeks post–*Dnm1l* deletion. (**D**) Myogenesis gene expression in quadriceps muscles of controls (*n* = 12) and miDrp1^KO^ (*n* = 9) mice at 3 weeks post–*Dnm1l* deletion. (**E**) Western blot and the densitometric analysis (bottom) of MyoD and MyoG in quadriceps muscles of controls (*n* = 12) and miDrp1^KO^ (*n* = 11) mice at 3 weeks post–*Dnm1l* deletion. (**F**) *Nur77*, *Atrogin-1*, and *Trim63* gene expression in control (Scr) and Nur77^KD^ C2C12 myotubes (*n* = 3). (**G**) Delta body weight, (**H**) gastrocnemius muscle–to–body weight ratio, and (**I**) *Nur77*, *Atrogin-1*, and *Trim63* gene expression in gastrocnemius muscles of control mice injected with AAV9-HSA-control (*n* = 4), miDrp1^KO^ mice injected with AAV9- HSA-control (*n* = 3), and miDrp1^KO^ mice injected with AAV9- HSA-Nur77 (*n* = 5) at the indicated time. Data are presented as means ± SEM; unpaired Student’s *t* test two tailed. *P < 0.05; ***P < 0.001.

Muscle atrophy can trigger compensatory myogenesis. However, we observed no difference in the gene expression of key myogenesis regulators, including paired box 3 (*Pax3*), paired box 7 (*Pax7*), myoblast determination protein 1 (*MyoD*), and myogenin (*MyoG*), between the genotypes at both 3 and 6 weeks following *Dnm1l* deletion (Fig. 6D and fig. S6D). Consistently, both MyoD and MyoG protein levels were unchanged in the skeletal muscle of miDrp1^KO^ mice versus control at 3 weeks (Fig. 6E and fig. S6E), indicating that muscle atrophy in this mouse model occurs independently of compensatory myogenic activation during this early phase following *Dnm1l* deletion.

To further determine whether Nur77 deletion induces muscle atrophy signaling in muscle cells, we performed transient knockdown (KD) of Nur77 in differentiated C2C12 mouse myotubes using shRNA. Knockdown of *Nur77* increased both *Atrogin-1* and *Tirm63* expression compared with control scramble (Scr) cells (Fig. 6F and fig. S6F). However, *Nur77* KD did not alter mitophagy signal and mtDNA content in cells (fig. S6, G and H). *Nur77* KD elevated p62 protein levels in the whole-cell lysates and showed a similar trend in the mitochondrial fractions (fig. S6, I and J). To confirm the protective role of Nur77 in safeguarding against muscle atrophy in miDrp1^KO^ mice, we overexpressed Nur77 in the skeletal muscle by intramuscular injection of AAV9-HSA-Nur77 into both gastrocnemius muscles at 2 weeks after *Dnm1l* deletion. Nur77 overexpression increased the overall body weight and the gastrocnemius muscle–to–body weight ratio while markedly suppressing *Trim63* expression (Fig. 6, G to I). These data position Nur77 as a critical transcriptional target downstream of Drp1 signaling, with a key role in maintaining muscle mass.

### Acute Drp1 deletion rapidly inhibits Erk1/2 signaling and downstream Nur77 action

Molecular function enrichment analysis of RNA-seq data from the skeletal muscle of miDrp1^KO^ mice showed down-regulation of cyclic adenosine monophosphate (cAMP) binding and protein kinase A (PKA) binding 3 weeks following *Dnm1l* deletion (fig. S7A). 

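In the same 6 quadriceps libraries, lists of genes for cAMP-binding and PKA-binding proteins, written from general knowledge before the counts were opened, were tested in place of the ontology's annotations, which were not used here. Of 24 tested cAMP-binding genes, 16 were lower and 8 higher in miDrp1 KO muscle, with a median log2 fold change of −0.09 (adjusted p over the 19 lists = 0.344 from limma's camera and 0.584 from fry). Of 44 tested PKA-binding genes, 28 were lower and 16 higher, with a median of −0.06 (adjusted p = 0.136 from limma's camera and 0.584 from fry). The median of the PKA list turned positive without miDrp1 KO replicate F (0.02). It was also positive with upper quartile normalization (0.03), which raised the median of all genes by 0.09 and left the list's place among the other genes much as it was (camera p of 0.0925). The list's camera p before adjustment, 0.100 with all libraries, ran from 0.00748 without control replicate C to 0.452 with an estimated correlation between genes. No gene of either list was called by edgeR over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 3 cAMP-binding genes were lower, where 1.51 are expected by chance (one-sided Fisher's exact test, p = 0.189), and 6 PKA-binding genes were lower, where 2.76 are expected (one-sided Fisher's exact test, p = 0.0555). Among genes called lower by DESeq2 there were 0 of the cAMP list and 1 of the PKA list, where 0.495 are expected (one-sided Fisher's exact test, p = 0.395). Only 8 cAMP-binding and 23 PKA-binding genes had an adjusted p from DESeq2 after independent filtering, so the others could not be called. The gene of both lists with the lowest p, singled out after its values were seen, was *Prkar2b*, which encodes a regulatory subunit of PKA. Its level was 12.2 ± 3.00 CPM (SD, n = 3) in control and 5.81 ± 1.89 CPM (SD, n = 3) in miDrp1 KO muscle, a log2 fold change of −1.09 (standard error 0.28, adjusted p = 0.362 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave *Prkar2b* an unadjusted p of 3.10e-04 from its Wald test, but no adjusted p.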

Erk1/2, a key downstream target of cAMP-PKA signaling, is known to phosphorylate Drp1 at Ser^616^, promoting mitochondrial fission (*36*, *37*). Erk1/2 phosphorylation was markedly reduced in muscle from miDrp1^KO^ mice at 3 weeks after *Dnm1l* deletion, despite identical phosphorylation levels of its upstream regulator, mitogen-activated protein kinase kinase 1/2 (MEK1/2) (Fig. 7, A and B). Notably, PKA phosphorylation and PKA-phosphorylated substrates were significantly increased in the skeletal muscle of miDrp1^KO^ mice at 3 weeks after Drp1 deletion (Fig. 7C and fig. S7B). Given the established role of Erk1/2 in transcriptional regulation of genes involved in muscle remodeling, we next examined the impact of Erk1/2 signaling on *Nur77* expression. We treated C2C12 myotubes with FR180204, a selective Erk1/2 inhibitor, which significantly reduced *Nur77* expression while increasing *Atrogin-1* and *Tirm63* levels in C2C12 myotubes (Fig. 7D). These findings link Erk1/2 to Nur77-mediated transcriptional control in the context of Drp1 deletion in the skeletal muscle.

**Fig. 7.**
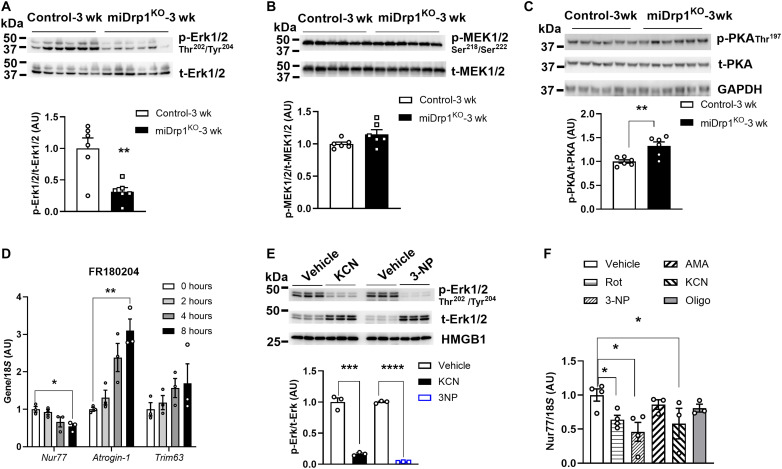
Acute Drp1 deletion disrupts mitochondrial function and Erk1/2-Nur77 signaling in the skeletal muscle. (**A**) Western blot and densitometric analysis (bottom) of protein levels for phosphorylated Erk1/2 Thr^202^/Tyr^204^, (**B**) phosphorylated MEK1/2 Ser^218^/Ser^222^, and (**C**) phosphorylated PKA Thr^197^ in quadriceps muscles of controls (*n* = 6) and miDrp1^KO^ (*n* = 6) mice at 3 weeks post–*Dnm1l* deletion. (**D**) Inhibition of Erk1/2 activity by 20 μM FR180204 decreased *Nur77* gene expression but elevated *Atrogin-1* and *Trim63* gene expression in C2C12 myotubes (*n* = 3). (**E**) Western blot of phosphorylated Erk1/2 Thr^202^/Tyr^204^ and Erk1/2 protein levels in C2C12 myotubes treated with KCN (complex IV inhibitor, 16 hours) and 3-NP (complex II inhibitor, 16 hours). (**F**) *Nur77* gene expression in C2C12 myotubes treated with indicated mitochondrial complex inhibitors. Data are presented as means ± SEM; unpaired Student’s *t* test two tailed. *P < 0.05; **P < 0.01; *** *P* < 0.001; **** *P* < 0.0001.

To investigate whether mitochondrial complex dysfunction suppresses Erk1/2-Nur77 signaling, we treated C2C12 myotubes with inhibitors targeting each respiratory complex: rotenone (Rot; complex I), 3-NP (complex II), antimycin A (AMA; complex III), potassium cyanide (KCN; complex IV), and oligomycin (Oligo; complex V). All inhibitors effectively decreased Erk1/2 phosphorylation in C2C12 myotubes, although not all complex inhibitors reduced Nur77 gene expression (Fig. 7, E and F, and fig. S7, C and D), suggesting that mitochondrial dysfunction contributes to Erk1/2-Nur77 suppression. Collectively, these findings demonstrate that Erk1/2-Nur77 acts as a central node linking mitochondrial dysfunction to muscle atrophy.

### Clenbuterol mitigates muscle atrophy in miDrp1^KO^ mice

Clenbuterol (Clen), a β_2_-adrenergic receptor agonist, increases muscle mass by activating the cAMP/PKA pathway, which, in turn, stimulates Erk1/2 signaling, promoting protein synthesis and reducing muscle degradation (*38*–*41*). Treatment of wild-type (WT) mice with Clen in drinking water for 1 week significantly increased lean mass, particularly in the gastrocnemius muscle, up-regulated *Nur77* gene expression and protein level (*P* = 0.0871), and showed a trend toward reduced *Atrogin-1* expression, accompanied by a marked increase in Erk1/2 phosphorylation in gastrocnemius muscles (Fig. 8, A to D, and fig. S8A). To determine whether Clen could mitigate muscle wasting in miDrp1^KO^ mice, we administered it in drinking water for 2 weeks beginning 8 weeks post–*Dnm1l* deletion. Clen-treated miDrp1^KO^ mice gained an average of ~1.7 g of body weight versus miDrp1^KO^ mice receiving regular drinking water (Fig. 8E). Notably, even after 1 week of treatment, Clen markedly increased the relative gastrocnemius muscle weight, reduced the proportion of fibers with centralized nuclei, enhanced Erk1/2 phosphorylation, and decreased the expression of muscle atrophy–related genes *Atrogin-1* and *Trim63*, compared with miDrp1^KO^ mice receiving regular drinking water (Fig. 8, F to H, and fig. S8, B and C). To further confirm the involvement of Erk1/2 signaling, we examined C2C12 myotubes, where Clen counteracted the effects of the Erk1/2 inhibitor FR180204, restoring *Nur77* expression while preventing the induction of *Atrogin-1* and *Trim63* (Fig. 8I). Together, these findings demonstrate that Clen restores Erk1/2-Nur77 signaling to counteract muscle atrophy in miDrp1^KO^ mice.

**Fig. 8.**
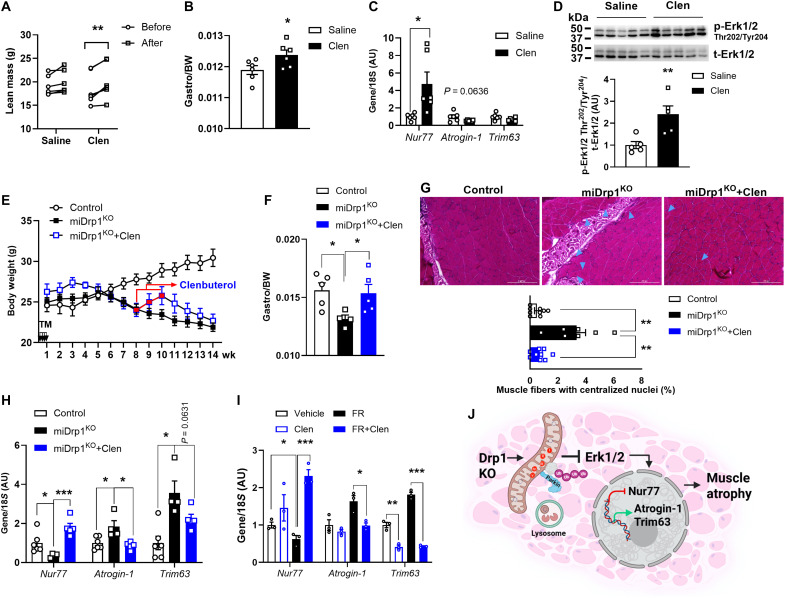
Clenbuterol mitigates muscle atrophy in miDrp1^KO^ mice. One week of Clen (30 mg/liter) treatment in drinking water increased. (**A**) Lean mass, (**B**) relative gastrocnemius muscle weight, (**C**) *Nur77* gene expression, and (**D**) Erk1/2 Thr^202^/Tyr^204^ phosphorylation in gastrocnemius muscles of WT mice (*n* = 5 to 6). (**E**) Body weight of control (*n* = 6), miDrp1^KO^ (*n* = 8), and miDrp1^KO^+Clen (30 mg/liter; *n* = 4) after TM injection and Clen treatment. In a second cohort, at 8 weeks post–TM injection, control and miDrp1^KO^ mice consume regular water, whereas miDrp1^KO^+Clen mice received Clen in the drinking water for 1 week. One week of Clen treatment (**F**) restored relative gastrocnemius muscle weight (*n* = 4 to 5), (**G**) reduced centrally nucleated muscle fibers in gastrocnemius muscles (blue arrows indicate fibers with centralized nuclei; scale bars, 200 μm; *n* = 3), and (**H**) increased *Nur77* gene expression and suppressed *Atrogin-1* and *Tirm63* gene expression (*n* = 4 to 6). (**I**) *Nur77*, *Atrogin-1*, and *Trim63* gene expression in FR180204 (10 μM, 24 hours) pretreated C2C12 myotubes with and without Clen (30 ng/ml) for 1 hour (*n* = 3). (**J**) Schematic overview of acute Drp1 deletion promotes Parkin-mediated mitochondrial degradation and controls skeletal muscle mass through the Erk1/2-Nur77 pathway. Data are presented as means ± SEM; unpaired Student’s *t* test two tailed. *P < 0.05; **P < 0.01; ***P < 0.001.

## DISCUSSION

Mitochondrial myopathies are a genetically heterogeneous class of disorders characterized by impaired oxidative metabolism, progressive muscle weakness, and atrophy (*42*–*44*). Given the critical role of mitochondria in muscle health, mitochondrial quality control is essential for maintaining skeletal muscle function and mass, with Drp1 playing a key role in regulating mitochondrial fission and turnover (*45*, *46*). Our previous study of mice with conventional heterozygous muscle-specific *Dnm1l* knockout (mDrp1^HET^) mice shows that Drp1 promotes Sdhaf2-mediated assembly of mitochondrial complex II, thereby enhancing lipid oxidation and insulin action (*19*). In contrast to the conventional Drp1 deletion model, TM-inducible skeletal muscle-specific *Dnm1l* knockout (miDrp1^KO^) mice develop severe muscle wasting and weakness, primarily through activation of the unfolded protein response and disruption of Ca^2+^ homeostasis (*17*). In the current study, we examined both models simultaneously and found that, despite their distinct phenotypes, both models exhibited elevated plasma lactate and reduced complex II activity, underscoring a shared defect in mitochondrial respiration compared with their controls. Succinate levels were elevated in the skeletal muscle of mDrp1^HET^ mice but remained unchanged in miDrp1^KO^ mice, as a likely consequence of diminished upstream succinyl-CoA synthetase activity in miDrp1^KO^ mice compared to controls. These findings highlight the central role of Drp1 in preserving complex II function and demonstrate that the mechanisms disrupted depend on the timing of Drp1 deletion in each model. Although a previous study suggests that ER stress contributes to muscle atrophy following Drp1 deletion (*17*), our findings indicate that ER stress is not an early response to Drp1 deletion but rather a secondary consequence.

mtDNA content, which declines with aging and correlates positively with lean mass in humans (*47*–*49*), is influenced by mitochondrial transcription factors such as TFAM and Pgc1α (*50*, *51*). We observed a rapid decline in mtDNA-encoded gene expression together with reduced mtDNA content in miDrp1^KO^ muscle following *Dnm1l* deletion. Although TFAM and Pgc1α transcript levels were unchanged, TFAM protein abundance was diminished and Pgc1α protein levels were not elevated. These findings suggest that the loss of mtDNA in Drp1-deficient muscle is driven primarily by enhanced mitochondrial degradation rather than impaired mitochondrial biogenesis. Elevated Pgc1α protein levels were observed after mtDNA content reduction likely reflecting a compensatory response. These findings underscore the critical role of Drp1 in maintaining mtDNA stability. Beyond the canonical mitophagy pathway, Parkin regulates the biogenesis of mitochondrial-derived vesicles (MDVs) but also governs their trafficking to the endolysosomal compartment for degradation (*52*–*55*). In Drp1-deficient muscle, elevated p62 without alterations of LC3 protein abundance is consistent with impairment of canonical mitophagy. However, enhanced colocalization of mitochondria with lysosomes and reduced mtDNA content implicates that mitochondrial degradation occurs through a compensatory pathway that circumvents the blockade of canonical mitophagy. The reversal of mitochondrial ubiquitination and mtDNA depletion in the Drp1 and Parkin double-knockout model indicates the primacy of Parkin in compensatory mitochondrial degradation. Although mtDNA content was restored in miDP^KO^ mice, a severe muscle atrophy phenotype was still observed, indicating that mtDNA depletion is a parallel consequence rather than the primary driver of muscle atrophy. Consistent with findings in liver-specific Drp1 knockout mice (*30*, *56*), p62 total protein and mitochondrial ubiquitination were increased in skeletal muscle–specific Drp1 knockout mice. However, in contrast to the liver, where Drp1 deletion promotes Parkin-independent mitophagy, acute loss of Drp1 from the skeletal muscle triggers a Parkin-dependent mitochondrial degradation, highlighting a tissue-specific role of Drp1 in regulating mitochondrial quality control.

Nur77 is a transcriptional regulator of muscle mass, in part by suppressing the expression of muscle atrophy–related genes such as *Atrogin-1* and *Trim63* (*21*, *22*, *57*). We identified Nur77 as an early response gene to Drp1 deletion in the skeletal muscle, with its expression inversely correlating with *Atrogin-1* and *Trim63* and positively correlating with muscle mass. Knockdown of Nur77 increased *Atrogin-1* and *Trim63* expression without affecting mitophagy or mtDNA content. These divergent outcomes in mice versus cells may reflect the shorter duration of knockdown in vitro, which may have been insufficient to affect mitophagy.

We previously showed that Drp1 deletion specifically impairs complex II activity in both conventional and inducible Drp1 knockout mouse models (*19*). Inhibition of mitochondrial complex II by 3-NP recapitulated the decline in mtDNA content and mtDNA-encoded gene expression and suppressed *Nur77* expression, suggesting that complex II dysfunction contributes, at least partially, to the mitochondrial defects observed in the skeletal muscle of Drp1-null mice.

In the skeletal muscle, Erk1/2 integrates mechanical and metabolic cues to regulate growth and regeneration and phosphorylates Drp1 at Ser^616^ to promote mitochondrial fission (*58*–*62*). Acute Drp1 deletion markedly reduced Erk1/2 phosphorylation, suggesting that mitochondrial dysfunction caused by impaired fission may retrogradely suppress Erk1/2 signaling. Supporting this idea, inhibition of mitochondrial complexes I, II, and IV, but not III or V, suppressed Erk1/2 phosphorylation and selectively reduced Nur77. Because Erk1/2 is a known regulator of *Nur77* transcription (*63*, *64*), these findings indicate that ETC dysfunction converges on the Erk1/2-Nur77 axis to regulate muscle atrophy pathways. In line with prior studies showing that Clen (β_2_-adrenergic receptor agonist) rapidly increases Erk phosphorylation and *Nur77* expression (*65*, *66*), Clen treatment restored muscle weight in miDrp1^KO^ mice, suggesting that activation of Erk1/2 signaling may partially compensate for the loss of Drp1 and mitigate muscle atrophy. Together, these findings support targeting the Erk1/2-Nur77 pathway to preserve muscle mass in the context of mitochondrial dysfunction.

Both clinical and physiological contexts highlight the urgency of understanding mechanisms that preserve muscle mass. Potent glucagon-like peptide-1 (GLP-1) receptor agonists, which highly effective for weight reduction, can cause substantial loss of lean muscle mass (*67*–*69*). Similarly, aging-associated declines in Erk1/2 signaling in the skeletal muscle are linked to sarcopenia, the progressive loss of muscle mass and strength (*70*). These observations underscore the need to define the molecular mechanisms that promote muscle resilience. Our study identifies the Erk1/2-Nur77 signaling axis as an early target of disruption following acute Drp1 deletion and establishes a mechanistic link between mitochondrial dysfunction and transcriptional activation of muscle atrophy genes (Fig. 8J). Together, these findings define a unifying mitochondrial mechanism through which Drp1 insufficiency compromises muscle mass and reveal avenues for therapeutic intervention aimed at preserving muscle mass and enhancing muscle function.

## MATERIALS AND METHODS

### Sex as a biological variable

We examined both male and female mice and observed comparable muscle atrophy in both sexes; thus, subsequent experiments were performed using male mice.

### Animal

All animal care and experimentation procedures were approved by the University of California, Los Angeles, Institutional Animal Care and Use Committee (ARC-2020-187). Mice were maintained on a 12-hour light/12-hour dark cycle from 6:00 a.m. to 6:00 p.m. at ambient temperature (~22°C) with controlled humidity (~45%) in pathogen-free conditions. Food consumption, mouse activity, and health were monitored daily by the Division of Laboratory Animal Medicine at UCLA. Mice were euthanized by isoflurane overdose followed by cervical dislocation before organ harvest. This is an approved method according to the recommendations of the panel on Euthanasia of the American Veterinary Medical Association. The floxed Drp1 mice and floxed Parkin mice (gifts from H. Sesaki and T. M. Dawson, respectively, Johns Hopkins University) were first backcrossed to C57BL/6J mice for at least 10 generations. Then, the floxed Drp1 mice were crossed with a muscle-specific Cre transgenic mouse line (MCK-Cre, the Jackson Laboratory, no. 006475) to generate muscle-specific heterozygous Drp1-knockdown mice mDrp1^HET^ or with a TM-inducible, human *ACTA1* promoter driven Cre mouse line (HSA-MerCreMer, the Jackson Laboratory, no. 025750) to generate inducible skeletal muscle Drp1 knockout mice (miDrp1^KO^). TM-inducible skeletal muscle–specific Drp1 and Parkin knockout mice (miDP^KO^) were generated by crossing miDrp1^KO^ mice with Parkin flox mice. Using the same strategy, we also generated TM-inducible skeletal muscle–specific Parkin knockout mice (miParkin^KO^). Control (flox/+ or flox/flox), miDrp1^KO^, miDP^KO^, and miParkin^KO^ mice at 3 months old were intraperitoneally injected with TM (T5648, Sigma-Aldrich) (50 mg/kg per day) for 4 days. Control (flox/+ or flox/flox), mDrp1^HET^, miDrp1^KO^, and miParkin^KO^ male mice were maintained on an NC diet (LabDiet, 5053) or 45% HFD (Research Diets, D12451) and studied after 6 hours fasting. Body mass was examined by nuclear magnetic resonance (NMR) scanning. All mice studied were about 3 to 6 months of age. Blood from 6-hour-fasted mice was analyzed for circulating factors: glucose (HemoCue), inflammatory cytokines, and chemokines (Meso Scale Discovery, CA, catalog no. K15048D). Intraperitoneal insulin tolerance tests [ITTs; insulin (Humulin R), 0.7 U/kg] and intraperitoneal glucose tolerance tests (GTTs; dextrose, 1 g/kg) were performed on the same cohort of mice after 1 week of recovery between tests. Grip strength of mice was measured using a grip strength meter (Harvard Apparatus). Briefly, mouse was gently placed on a stable surface with forelimbs grasping the grid bar of the meter. Once a firm grip was established, the animal was carefully pulled backward by the tail with consistent force until it released the bar (*20*). The values on the meter were recorded. Clen (Sigma-Aldrich, C5423) was mixed in the drinking water (30 mg/liter) and provided at the indicated time points (*71*, *72*).

### Metabolic analysis

Body fat and lean mass were determined by NMR (Bruker). Oxygen consumption, carbon dioxide production, food and water consumption, and ambulatory movement were determined in NC-fed male mice using metabolic chambers (Oxymax metabolic chambers, Columbus Instruments).

### AAV injection

AAV9-HSA-mitoQC [1.2 × 10^11^ genome copies (gc) per mouse, Vector Biolabs, 221219#63] dissolved in 50 μl of saline was injected into both control and miDrp1^KO^ mice via intravenous injection 3 weeks after *Dnm1l* deletion. Subsequent studies were conducted on these mice 4 weeks later. AAV9-HSA-Nur77 (5 × 10^11^ gc per mouse, VectorBuilder, AAV9MP, VB241104-1505thm) dissolved in 50 μl of saline was injected into both sides of the gastrocnemius muscle of control and miDrp1^KO^ mice via intramuscular injection 2 weeks after *Dnm1l* deletion.

### Hematoxylin and eosin staining

Hematoxylin and eosin (H&E) staining was processed as described previously (*73*). Briefly, muscles were embedded in the Tissue-Plus O.C.T. compound (Fisher Scientific, #23-730-571) and then flash-frozen in liquid nitrogen–cooled isopentane. Transverse cryosections (10 μm) were collected on positively charged glass slides (Thermo Fisher Scientific) and stored at −80°C until use. For staining, sections were equilibrated to room temperature for 15 min, incubated in hematoxylin for 5 min, rinsed in distilled water for 2 min, and counterstained with eosin for 5 min. Slides were then sequentially dehydrated in 70, 80, 90, and 100% ethanol, cleared in xylene for 10 min, and mounted with Permount mounting medium. Muscle fiber CSA was quantified using the ImageJ software (NIH).

### Fluorescence immunohistochemistry

Formalin-fixed skeletal muscles were sectioned and stained for fluorescence immunohistochemistry. Following deparaffinization, rehydration, heat-induced epitope retrieval, and permeabilization, slides were blocked with 5% bovine serum albumin (BSA) and incubated with the Lamp1 antibody overnight followed by the goat anti-rabbit IgG Alexa Fluor 488 overnight inside a humidified chamber at 4°C. After BSA blocking, the slides were incubated with Atp5α antibody overnight and followed by the goat anti-mouse IgG Alexa Fluor 568 overnight at 4°C again. After washing in phosphate-buffered saline (PBS), coverslips were mounted in mounting medium (H-1000, Vector Labs) on a glass slide. Images were captured under a BioTek Lionheart LX automated microscope (Agilent).

### mtDNA isolation and quantification

Frozen gastrocnemius muscles were powdered in liquid nitrogen using a mortar and pestle. Total DNA was extracted by proteinase K digestion, phenol/chloroform extraction, and ammonium acetate precipitation. Total DNA quantity and quality were measured using spectrophotometry at A230, A260, and A280 (Thermo Fisher Scientific NanoDrop One^C^). Primers for mtDNA-encoded cytochrome c oxidase III (mtCO3) for mtDNA and 18*S* ribosomal RNA (18*S*) for nuclear DNA (nDNA) were used to assess mtDNA content. The ratio of mtCO3 to 18*S* was used to determine mtDNA content (*74*). For digital PCR, a 5′ nuclease cleavage assay specific for the mouse mitochondrial minor arc ND1 gene was used to quantitate total WT mtDNA copy number using a chip-based dPCR approach. Samples were diluted to the manufacturer’s recommended target range (200 to 2000 copies/μl). Digital PCR was used to quantify copy number for nDNA and mtDNA using as described before (*75*). Digital PCR cycling conditions included Taq polymerase activation at 95°C for 10 min, 40 cycles of denaturation at 94°C for 30 s, and annealing/extension at 60°C for 2 min. mtDNA copy numbers per microliter and the threshold were determined using the QuantStudio 3D Analysis Suite Cloud Software (version 3, Thermo Fisher Scientific).

### Mitochondria isolation

Mitochondria were isolated from gastrocnemius muscles using a Dounce homogenizer and Mitochondria Isolation Kit for Tissue (Thermo Fisher Scientific, catalog no. 89801) (*76*). Briefly, gastrocnemius muscles were washed in ice-cold PBS, Dounce homogenized, and centrifuged at 700*g* for 10 min at 4°C. The supernatant was centrifuged at 12,000*g* for 15 min at 4°C. The pellet was washed and centrifuged at 12,000*g* for 5 min at 4°C. Isolated mitochondria were mixed with 1x radioimmunoprecipitation assay (RIPA) lysis buffer (Millipore, 20-188) with protease inhibitor (cOmplete EDTA-free, Roche) and then subjected to bath sonication for 1 min (Bioruptor Pico, Diagenode Inc.). Approximately 20 to 40 μg of the protein from mitochondrial lysates, collected after centrifugation at 12,000*g* for 15 min at 4°C, was heated in Laemmli sample buffer (Bio-Rad) containing 2-mercaptoethanol (Sigma-Aldrich, #M3148) at 95°C for 5 min before immunoblot analysis.

### Cell culture and treatments

C2C12 cells (American Type Culture Collection, CRL-1772, RRID: CVCL_0188) were maintained in high-glucose Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum and penicillin/streptomycin. To obtain C2C12 myotubes, cells were allowed to reach confluence, and the medium was switched for high-glucose DMEM supplemented with 2% horse serum and penicillin/streptomycin for 5 to 7 days. Differentiated C2C12 myotubes were treated with 200 nM Rot, 100 μM 3-NP, 1 mM KCN, 10 μM AMA, and 20 μM Oligo at the indicated time.

### Lentiviral-induced Nur77 KD in C2C12 myocytes

To achieve knockdown of Nur77 (Nur77^KD^) in myocytes, lentiviral particles (Sigma-Aldrich, TRCN0000234021) carrying shRNA targeted to mouse *Nr4a1* (NM_001411253) were transduced on C2C12 myotubes. Cells were harvested after two rounds (4 days) of lentiviral treatment and analyzed for KD efficiency by quantitative reverse transcription PCR and immunoblotting.

### Immunoblot analysis

Immediately snap-frozen mouse tissue samples were homogenized in RIPA lysis buffer containing freshly added protease (cOmplete EDTA-free, Roche, #0493132001) and phosphatase inhibitors (Sigma-Aldrich, P5726). All lysates were clarified by centrifugation, and protein concentrations were determined using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, #23250). Approximately 40 μg of the total protein per sample was separated by SDS–polyacrylamide gel electrophoresis. After transfer, polyvinylidene difluoride (PVDF) membranes (MilliporeSigma, IPVH07850) were cut in half, blocked by 3% BSA (Thermo Fisher Scientific, #37520), and subsequently probed with the listed antibodies (table S1) and then imaged separately using a Bio-Rad ChemiDoc XRS imaging system. The exposure time was adjusted, and the densitometric analysis was performed using the Bio-Rad Quantity One or ImageLab software (Bio-Rad). Phosphoprotein abundance is normalized to its total protein level as indicated in the graph. The cropped images were organized to form a figure in the GraphPad Prism10 software. Mono-poly-ubiquitin antibody (ENZ-ABS840, clone UBCJ2) recognizes mono- and poly-ubiquitinylated protein conjugates. It detects both K48- and K63-linked polyubiquitin chains.

### Quantitative reverse transcription PCR

Tissues were first homogenized using the TRIzol reagent (Invitrogen), and RNA was isolated and further cleaned using RNeasy columns (Qiagen) with DNase digestion. The RNeasy Plus Kit was used for RNA isolation from cells as per the manufacturer’s instructions. cDNA synthesis was performed using 1 mg of RNA with the SuperScript II Reverse Transcriptase (Invitrogen). PCRs were prepared using the PowerUP SYBR Green Master Mix (Thermo Fisher Scientific). All PCRs were performed using QuantStudio 5 (Invitrogen). Quantification of a given gene, expressed as relative mRNA level compared with control, was calculated after normalization to a standard housekeeping gene (18*S* or Ppia). We performed separate control experiments to ensure that the efficiencies of target and reference amplification were equal, as described in the User Bulletin 2 from Applied Biosystems. Primer pairs (table S2) were designed using the Primer Express 2.0 software (Applied Biosystems) or previously published sequences. Primer sets were selected spanning at least one exon-exon junction when possible and were checked for specificity using BLAST (Basic Local Alignment Search Tool; National Center for Biotechnology Information). The specificity of the PCR amplification was confirmed by melting curve analysis, ensuring that a single product with its characteristic melting temperature was obtained.

### Electron microscopy

Muscles were harvested and immediately immersed in 2% glutaraldehyde in PBS for 2 hours at room temperature and then at 4°C overnight (*19*). Fixed tissues were washed and postfixed in a solution of 1% OsO_4_ for 2 hours. After further washes in buffer, tissues were dehydrated through serial immersions in graded ethanol solutions (50 to 100%), passed through propylene oxide, and infiltrated in mixtures of Epon 812 and propylene oxide (1:1 and then 2:1) for 2 hours each and then in pure Epon 812 overnight. Embedding was then performed in pure Epon 812, and curing was done at 60°C for 48 hours. Longitudinal sections of muscle, 60-nm thickness, were cut using an ultramicrotome (RMC MTX). Sections were double-stained in aqueous solutions of 8% uranyl acetate (25 min at 60°C) and lead citrate (3 min at room temperature). Thin sections were subsequently examined with a 100CX JEOL electron microscope.

### RNA sequencing

Frozen muscle samples were homogenized using a tissue homogenizer in TRIzol (*19*). RNA was isolated using the Qiagen RNeasy Mini QIAcube Kit following the manufacturer’s instructions. The concentration and purity of isolated RNA were determined using NanoDrop (Invitrogen) and Agilent TapeStation separately. Only samples with RNA integrity number (RIN) > 7.0 were used. Libraries were prepared using the kits of the TruSeq Stranded Total RNA Library Prep and RiboZero Gold following the manufacturer’s instructions. The resulting libraries were combined into two pools and sequenced on an Illumina Sequencing by Synthesis HiSeq 4000 analyzer within the UCLA Neuroscience Genomics Core facility. Quality of raw reads was examined using FastQC, aligned to the *Mus musculus* GRCm38, and counted using *M. musculus* GRCm38 version 97. Alignment and counting occurred using Rsubread v 2.4.2. Raw counts were then analyzed for differential gene expression using the DESeq2 v1.30.0.

### Mitochondrial proteomics

Mitochondrial pellets were lysed by resuspension in 8 M urea in 100 mM Tris (pH 8.5) and then proteolyzed with trypsin using the protein aggregation capture method (*77*). Peptide fractionation was performed on a PepSep C18 reversed-phase column (150 mm by 150 μm, 1.7-μm particle size) using an increasing gradient of acetonitrile delivered by a Thermo Fisher Scientific Vanquish Neo UHPLC. MS data were collected using a data-independent analysis (DIA) strategy on an Orbitrap Astral mass spectrometer (Thermo Fisher Scientific) (*78*). The DIA-NN algorithm was used to generate peptide and protein identifications from a human protein database downloaded from UniProt, which were then filtered using an estimated false discovery rate of less than 1% (*79*). FragPipe-Analyst was used to identify differentially expressed proteins between samples using a moderated *t* test (*80*).

### Statistics

For all animal studies, the sample size was determined using the PASS2022 software with a power of 80% and an alpha of 0.05. All cell experiments were independently repeated at least three times. Values presented are expressed as means ± SEM unless otherwise indicated. Statistical analyses were performed using Student’s *t* test when comparing two groups of samples using GraphPad Prism 10 (GraphPad Software). Significance was set a priori at *P* < 0.05.

# Supplementary material for: Drp1 regulates mitochondrial health and controls skeletal muscle mass through the Erk1/2-Nur77 pathway
**Source:** Sci Adv. 2026 May 8;12(19):eaec0795. doi: 10.1126/sciadv.aec0795
**Supplement:** Supplementary file 1 — Figs. S1 to S8 Tables S1 and S2

Supplementary Materials for  
**Drp1 regulates mitochondrial health and controls skeletal muscle mass  
through the Erk1/2-Nur77 pathway**

Alice M. Ma *et al.*

*Sci. Adv.* **12**, eaec0795 (2026)  
DOI: 10.1126/sciadv.aec0795

**This PDF file includes:**

Figs. S1 to S8  
Tables S1 and S2

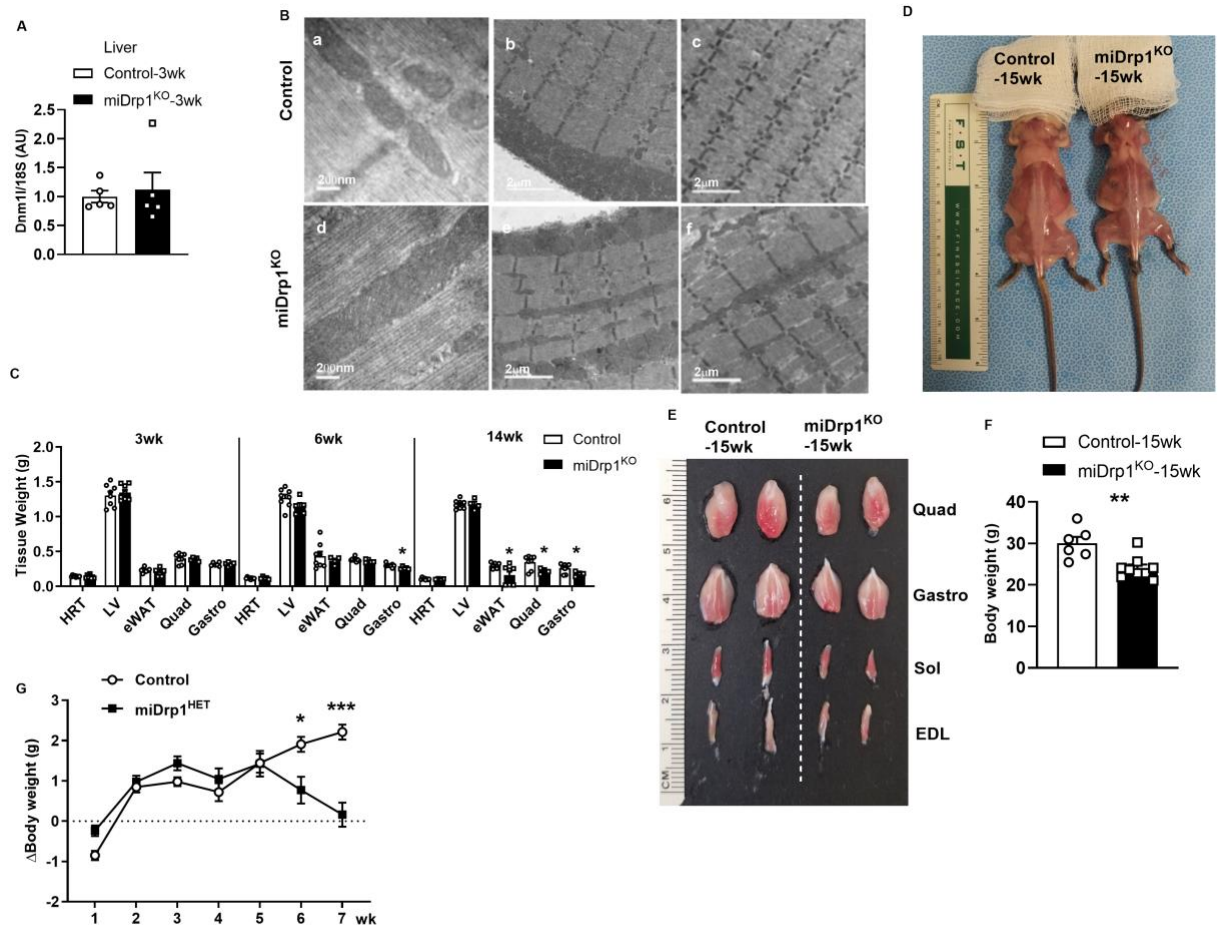

**Figure S1. Acute skeletal muscle-specific *Dnm1l* deletion induces muscle wasting. A.** Validation of tissue specificity of *Dnm1l* knockout. *Dnm1l* gene expression in the liver of control (n=5) and miDrp1<sup>KO</sup> (n=5) mice at 3 weeks post-*Dnm1l* deletion. **B.** Electron microscopy images showing elongated mitochondrial morphology in miDrp1<sup>KO</sup> mice (d, e, and f) compared to control mice (a, b, and c) at 3 weeks post-*Dnm1l* deletion. **C.** Tissue weight of male control (n=6-8) and miDrp1<sup>KO</sup> mice (n=6-8) at 3, 6, and 14 weeks post-*Dnm1l* deletion. **D.** Picture of control and miDrp1<sup>KO</sup> mice and **E.** muscles at 15 weeks post-*Dnm1l* deletion (single injection of TM). Quad: quadriceps, Gastro: gastrocnemius, Sol: soleus, EDL: extensor digitorum longus. **F.** Body weight of control (n=6) and miDrp1<sup>KO</sup> (n=9) mice at 15 weeks post-*Dnm1l* deletion (single injection of TM). **G.** Delta body weight of control (n=6) and miDrp1<sup>HET</sup> (n=6) mice. Data are presented as mean ± SEM; Unpaired student's t-test two tailed. \*, p < 0.05; \*\*, p < 0.01, \*\*\*, p < 0.001.

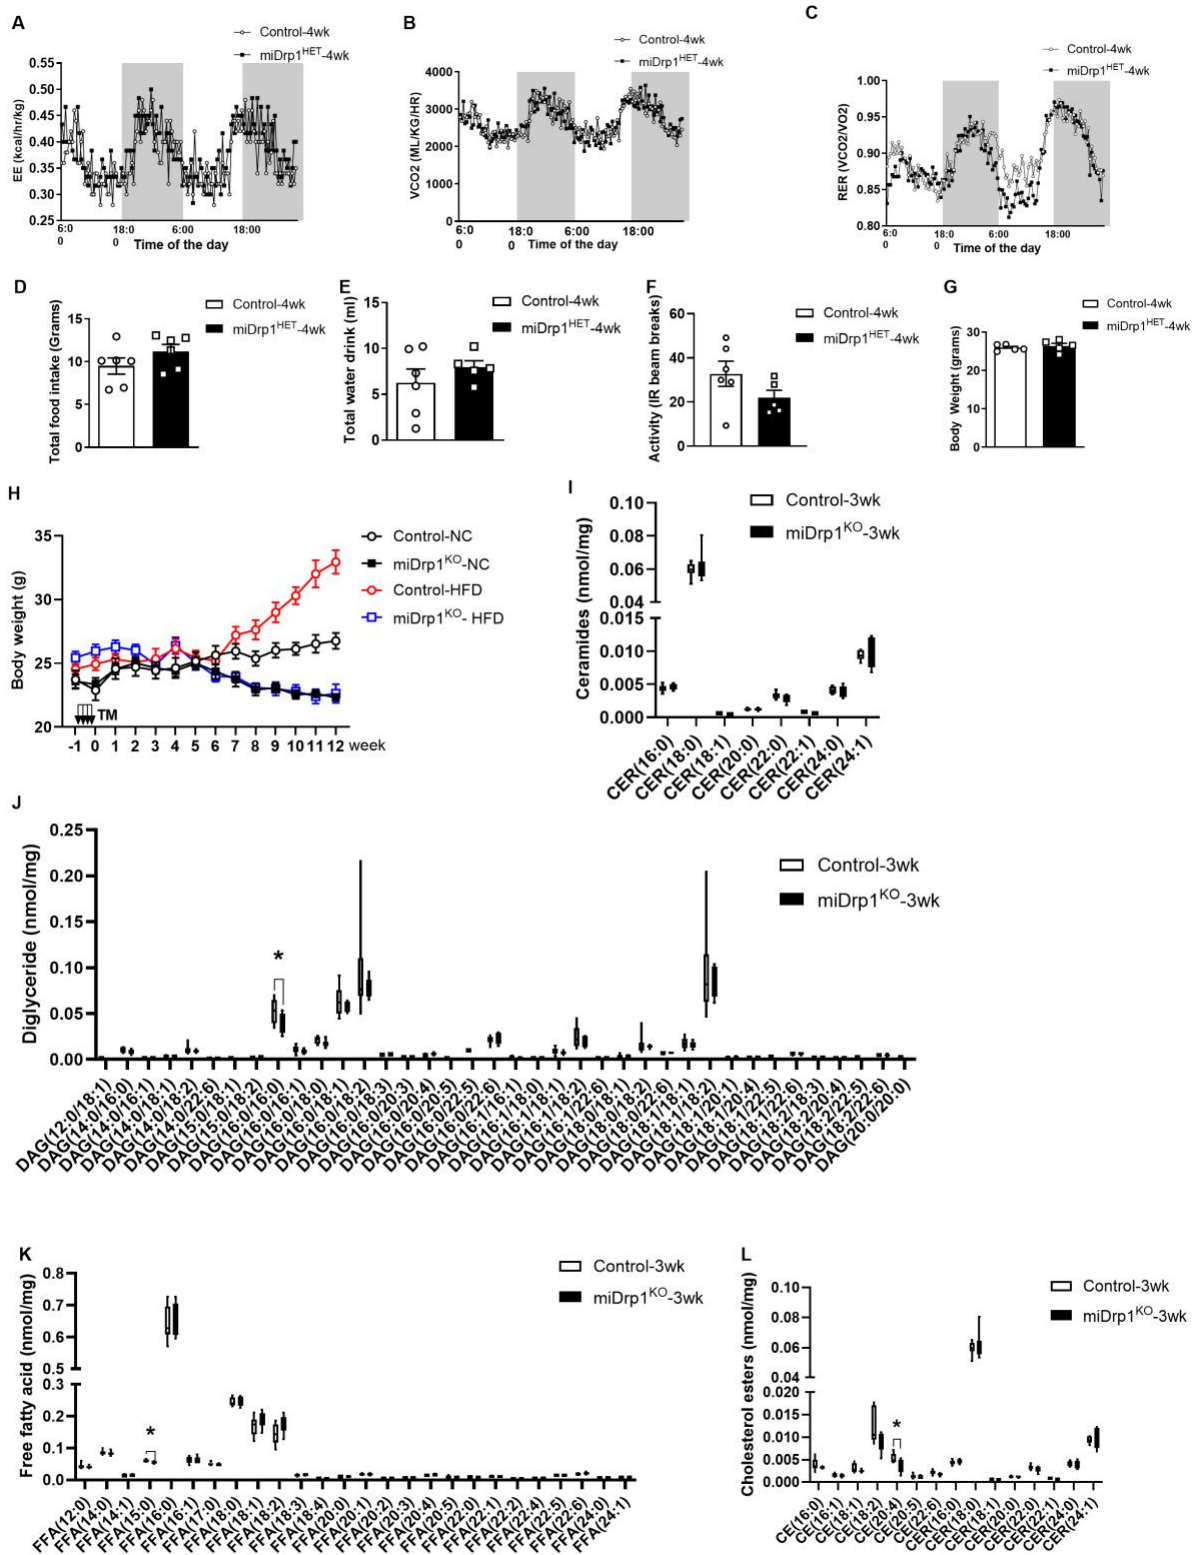

**Figure S2. Comparative phenotypic analysis of conventional and inducible Drp1 deletion in skeletal muscle.** **A.** Energy expenditure, **B.** carbon dioxide production, **C.** respiratory exchange ratio, **D.** food intake, **E.** water consumption, **F.** ambulatory activity, and **G.** body weight

of normal chow (NC)-fed control (n=6) and miDrp1<sup>HET</sup> (n=6) mice at 4 weeks post-*Dnm1l* deletion. **H.** Body weight of normal chow (NC) and high-fat diet (HFD)-fed male control and miDrp1<sup>KO</sup> mice (n=6). **I.** Ceramide, **J.** Diglyceride, **K.** free fatty acids, and **L.** cholesterol ester levels in gastrocnemius muscles of control (n=8) and miDrp1<sup>KO</sup> (n=6) mice at 3 weeks post-*Dnm1l* deletion. Data are presented as mean  $\pm$  SEM; Unpaired student's t-test two tailed. \*, p < 0.05.

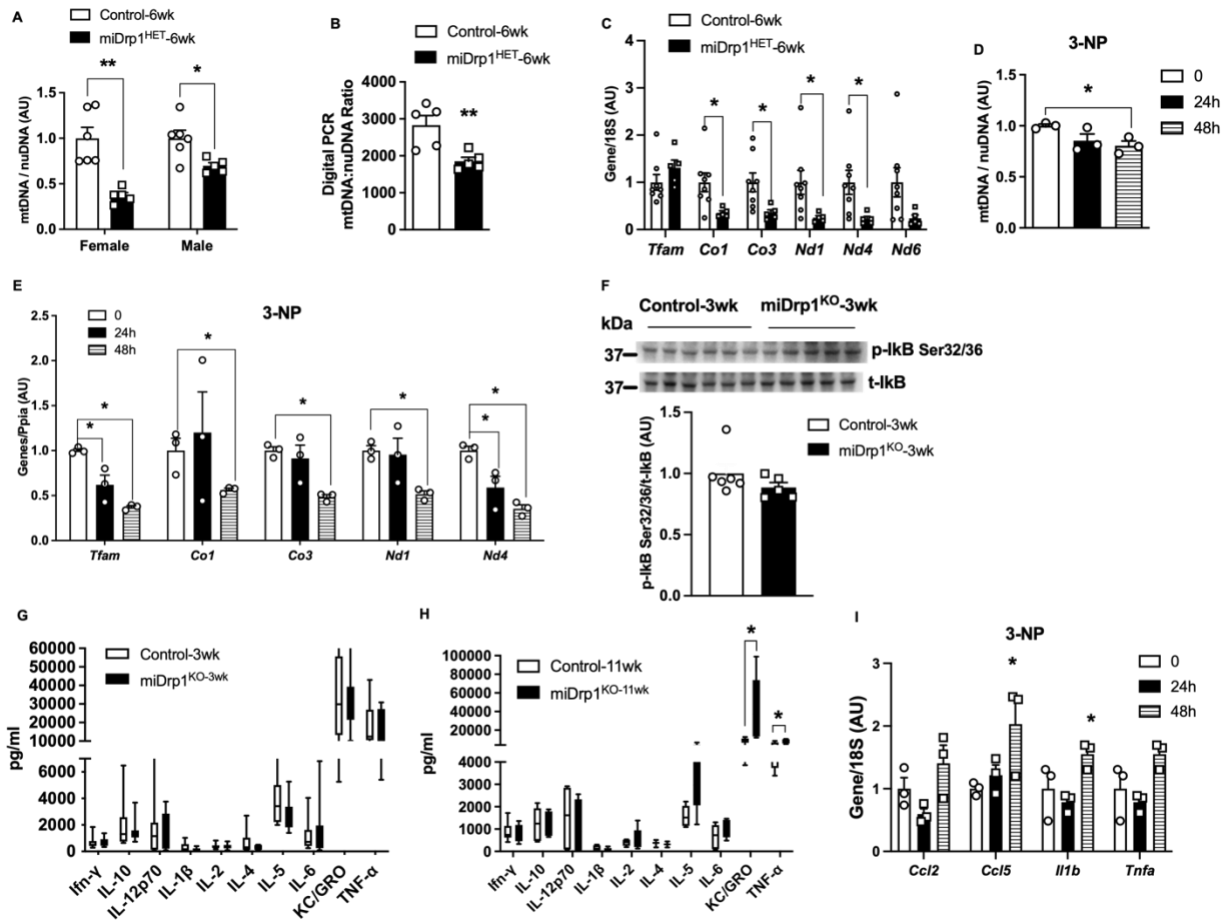

**Figure S3. Acute Drp1 deletion drives progressive mtDNA depletion.** **A.** mtDNA content in gastrocnemius muscles of both female and male control and miDrp1<sup>HET</sup> mice (female: control, n=6; miDrp1<sup>KO</sup>, n=5; male: control, n=6; miDrp1<sup>HET</sup>, n=5) at 6 weeks post-*Dnm1l* deletion. **B.** mtDNA content in gastrocnemius muscles of female control (n=5) and miDrp1<sup>HET</sup> (n=5) mice at 6 weeks post-*Dnm1l* deletion determined by digital PCR. **C.** mtDNA-encoded gene expression in gastrocnemius muscles of male control (n=8) and miDrp1<sup>HET</sup> (n=5) mice at 6 weeks post-*Dnm1l* deletion. **D.** mtDNA content and **E.** mtDNA-encoded gene expression in C2C12 myotubes with 3-NP administration at indicated time (n=3). **F.** Western blot and the densitometric analysis (bottom) of phospho-IkB Ser32/36 and IkB in quadriceps muscles of controls (n=6) and miDrp1<sup>KO</sup> mice (n=5) at 3 weeks post-*Dnm1l* deletion. **G.** Plasma inflammatory cytokine and chemokine levels in male control (n=11) and miDrp1<sup>KO</sup> (n=11) mice at 3 weeks post-*Dnm1l* deletion. **H.** The same measurements in control (n=6) and miDrp1<sup>KO</sup> (n=6) at 11 weeks post-*Dnm1l* deletion. **I.** Inflammation gene expression was elevated after 3-NP administration in C2C12 myotubes at indicated time points (n=3). Data are presented as mean  $\pm$  SEM; Unpaired student's t-test two tailed. \*, p < 0.05.

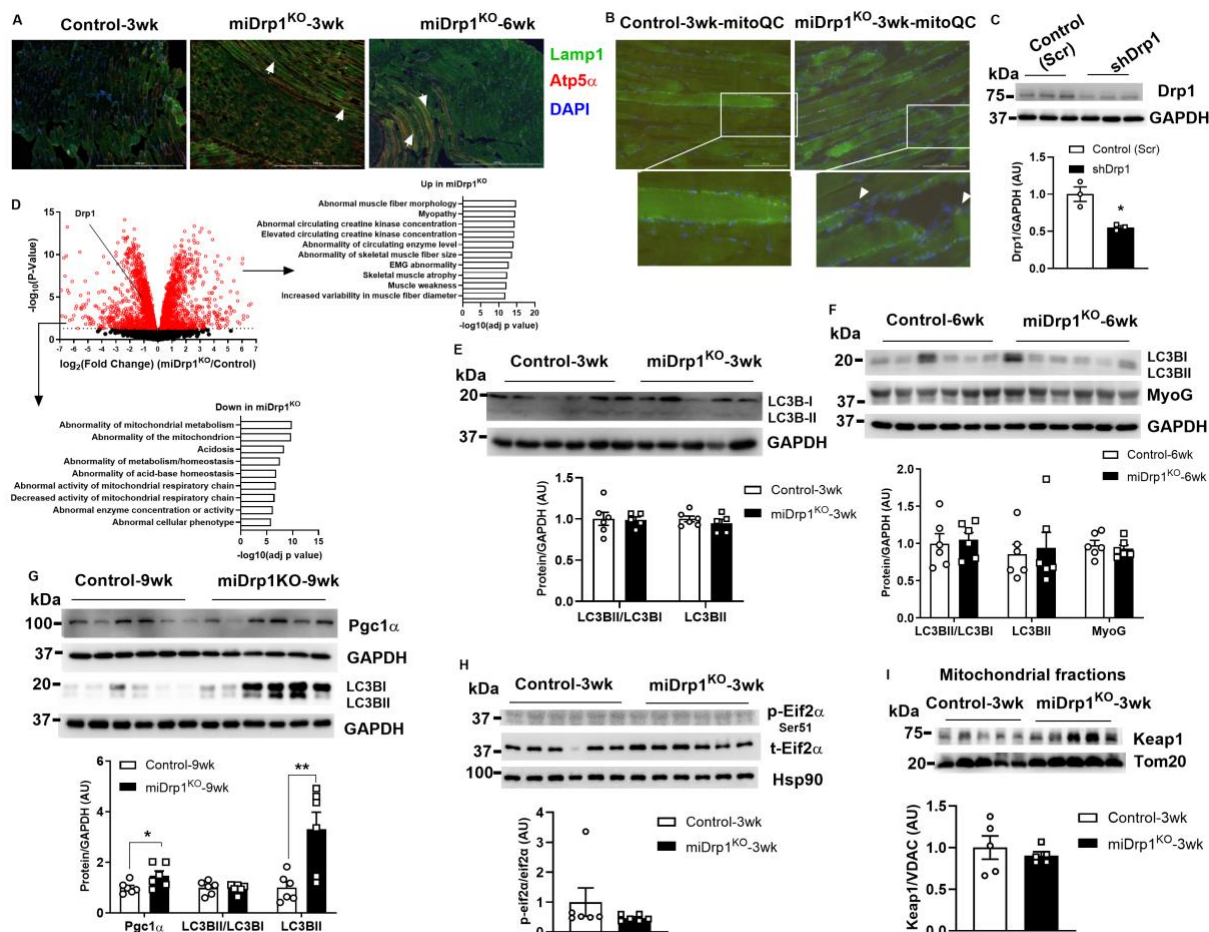

**Figure S4. Drp1 deletion from skeletal muscle promotes early activation of mitochondrial degradation.** **A.** Immunofluorescence analysis of lysosomal marker Lamp1 and mitochondrial marker Atp5α in gastrocnemius muscles of male control and miDrp1<sup>KO</sup> mice at 3 and 6 weeks post-*Dnm1l* deletion (scale bar=1000 μm). **B.** Immunofluorescence analysis of mitoQC in gastrocnemius muscles of male control and miDrp1<sup>KO</sup> mice at 3 weeks post-*Dnm1l* deletion (scale bar=200 μm). **C.** Western blot and the densitometric analysis (bottom) of Drp1 in C2C12 myotubes transduced with shDrp1 for 4 days (n=3). **D.** Volcano plot of mitochondrial proteomics performed on gastrocnemius muscles from controls (n=6) and miDrp1<sup>KO</sup> (n=6) mice at 3 weeks post-*Dnm1l* deletion. Human Phenotype Ontology enrichment analysis of up (right) and down-regulated protein levels (bottom) in the isolated mitochondrial fractions from controls (n=6) and miDrp1<sup>KO</sup> (n=6) mice. **E.** Western blot and the densitometric analysis (bottom) of LC3B in quadriceps muscles of controls (n=6) and miDrp1<sup>KO</sup> (n=5) mice at 3 weeks post-*Dnm1l* deletion. **F.** Western blot and the densitometric analysis (bottom) of LC3B and MyoG in quadriceps muscles of controls (n=6) and miDrp1<sup>KO</sup> (n=6) mice at 6 weeks post-*Dnm1l* deletion. **G.** Western blot and the densitometric analysis (bottom) of Pgc1α, LC3B in quadriceps muscles of controls (n=6) and miDrp1<sup>KO</sup> (n=6) mice at 9 weeks post-*Dnm1l* deletion. **H.** Western blot and the densitometric analysis (bottom) of phosph-Eif2α Ser51 and Eif2α in quadriceps muscles of controls (n=6) and miDrp1<sup>KO</sup> (n=6) mice at 3 weeks post-*Dnm1l* deletion. **I.** Western blot and the densitometric analysis (bottom) of Keap1 in mitochondrial fractions from gastrocnemius muscles of male control (n=5) and miDrp1<sup>KO</sup> (n=5) mice at 3 weeks post-*Dnm1l* deletion. Data are presented as mean ± SEM; Unpaired student's t-test two tailed. \*, p < 0.05.

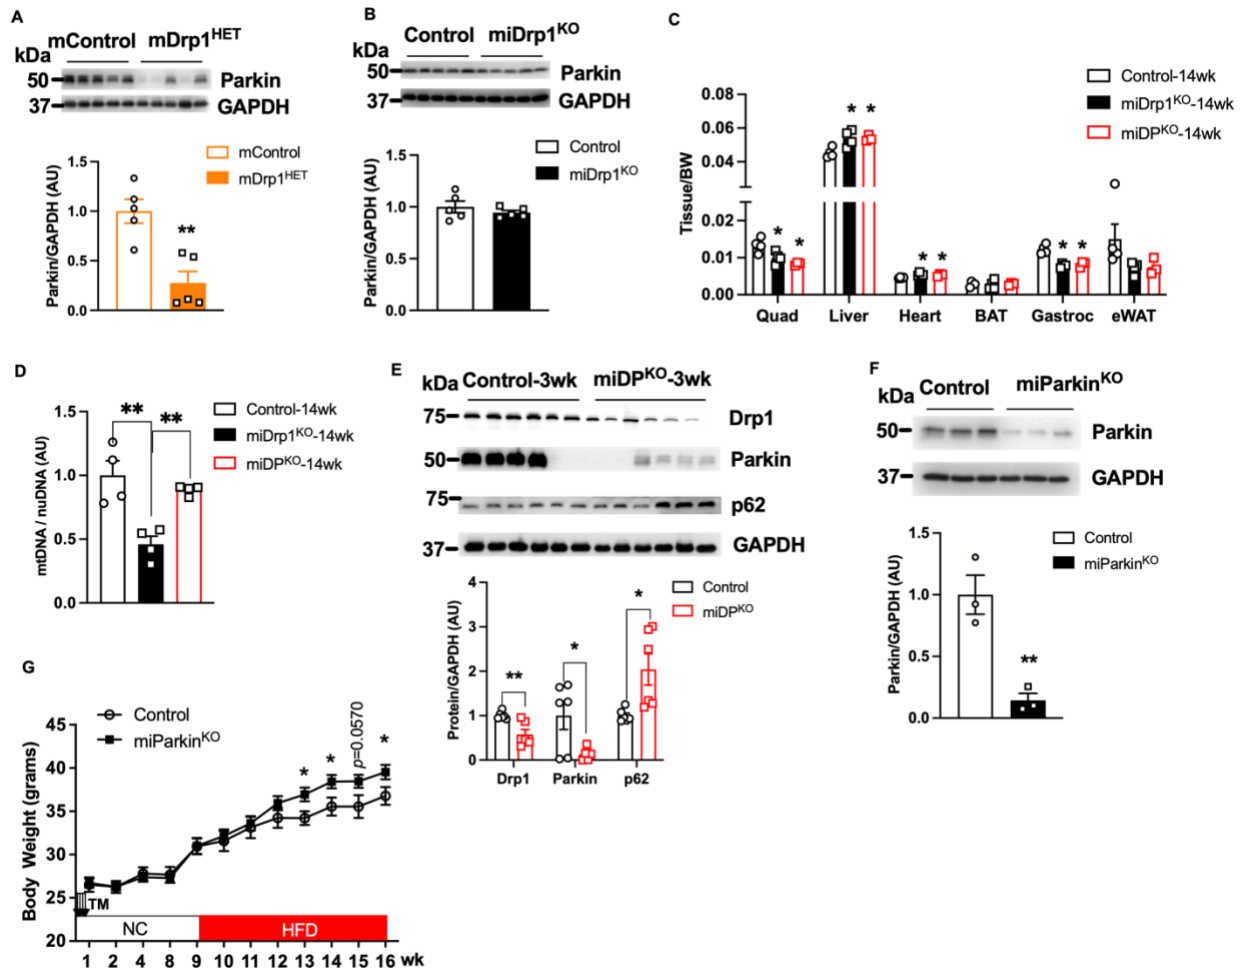

**Figure S5. Parkin is required for mitochondrial degradation but not for muscle wasting in Drp1-deficient skeletal muscle.** **A.** Western blot and the densitometric analysis (bottom) of Parkin in quadriceps muscles of mControl (n=5) and mDrp1<sup>HET</sup> (n=5) mice, and **B.** Control (n=5) and miDrp1<sup>KO</sup> mice (n=5) at 3 weeks post-*Dnm1l* deletion. **C.** Tissue weight of controls (n=4), miDrp1<sup>KO</sup> (n=4), and miDP<sup>KO</sup> (n=3) mice. **D.** mtDNA content measured by qPCR of controls (n=4), miDrp1<sup>KO</sup> (n=4), and miDP<sup>KO</sup> (n=4) mice. **E.** Western blot and the densitometric analysis (bottom) of Drp1, Parkin, and p62 in quadriceps muscles of controls (n=6) and miDP<sup>KO</sup> (n=6) mice. **F.** Western blot and the densitometric analysis (bottom) of Parkin in quadriceps muscles of controls (n=3) and miParkin<sup>KO</sup> (n=3) mice. **G.** Body weight of controls (n=7) and miParkin<sup>KO</sup> (n=7) mice pre- and post-TM injection with NC and HFD feeding. Data are presented as mean ± SEM; Unpaired student's t-test two tailed. \*, p < 0.05; \*\*, p < 0.01.

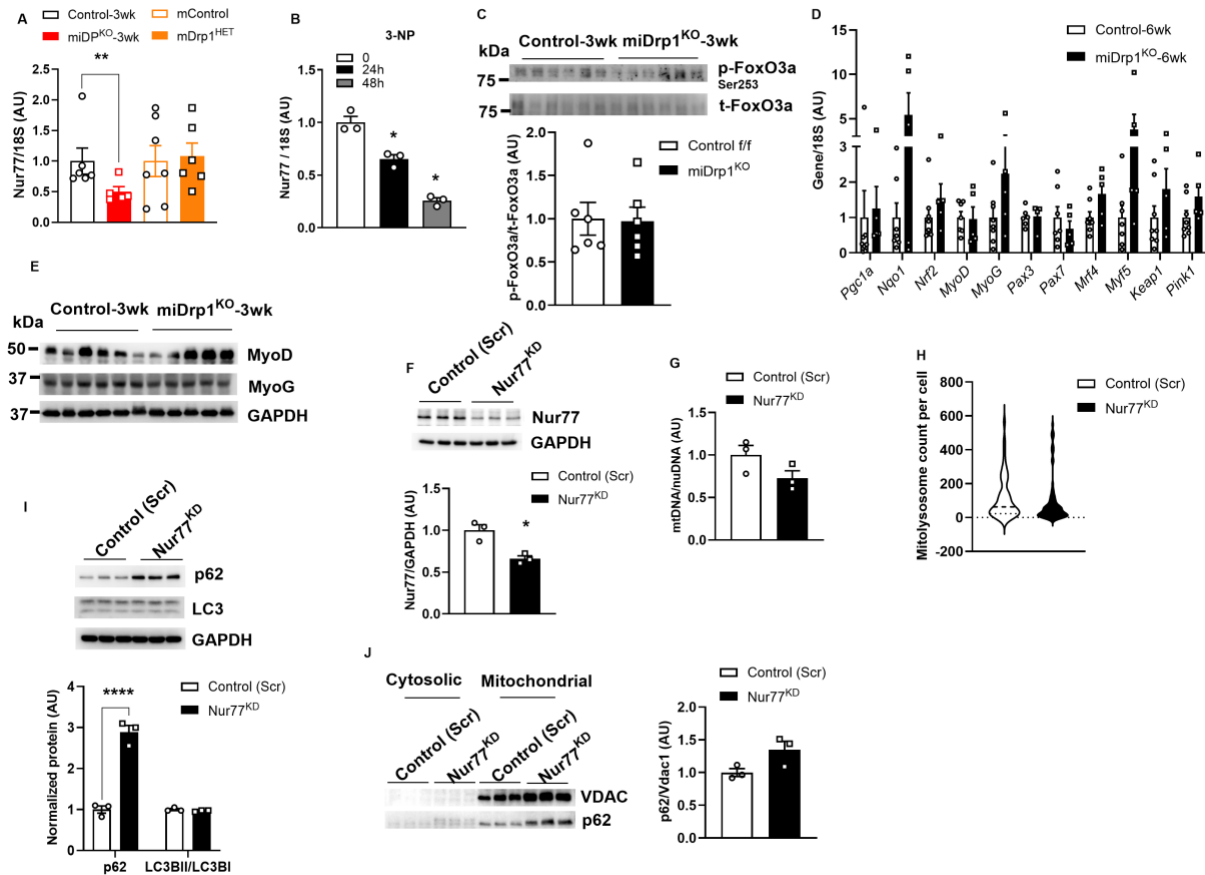

**Figure S6. Acute Drp1 deletion suppresses Nur77 expression and promotes muscle atrophy.** **A.** Nur77 gene expression in quadriceps muscles of miDP<sup>KO</sup> mice (n=5) compared to control mice (n=6) at 3 weeks post-*Dnm1l* deletion. **B.** Nur77 gene expression in C2C12 myotubes treated with 3-NP at indicated time (n=3). **C.** Western blot and the densitometric analysis (bottom) of phospho-FoxO3a Ser253 and FoxO3a in quadriceps muscles of controls (n=6) and miDrp1<sup>KO</sup> (n=6) mice at 3 weeks post-*Dnm1l* deletion. **D.** Myogenesis gene expression in quadriceps muscles of controls (n=8) and miDrp1<sup>KO</sup> (n=5) mice at 6 weeks post-*Dnm1l* deletion. **E.** Western blot of MyoD and MyoG in quadriceps muscles of the second cohort of controls (n=6) and miDrp1<sup>KO</sup> (n=5) mice at 3 weeks post-*Dnm1l* deletion. **F.** Western blot of Nur77 in Control (Scr) and Nur77<sup>KD</sup> C2C12 myocytes (n=3). **G.** mtDNA content in Control (Scr) and Nur77<sup>KD</sup> C2C12 myocytes (n=3). **H.** Mitochondrion numbers per cell in Control (Scr) (n=49) and Nur77<sup>KD</sup> (n=66) C2C12 myotubes. **I.** Western blot of p62 and LC3B in Control (Scr) and Nur77<sup>KD</sup> C2C12 myocytes (n=3). **J.** Western blot of p62 in the cytosolic and mitochondrial fractions of Control (Scr) and Nur77<sup>KD</sup> C2C12 myocytes (n=3). Data are presented as mean  $\pm$  SEM; Unpaired student's t-test two tailed. \*, p < 0.05.

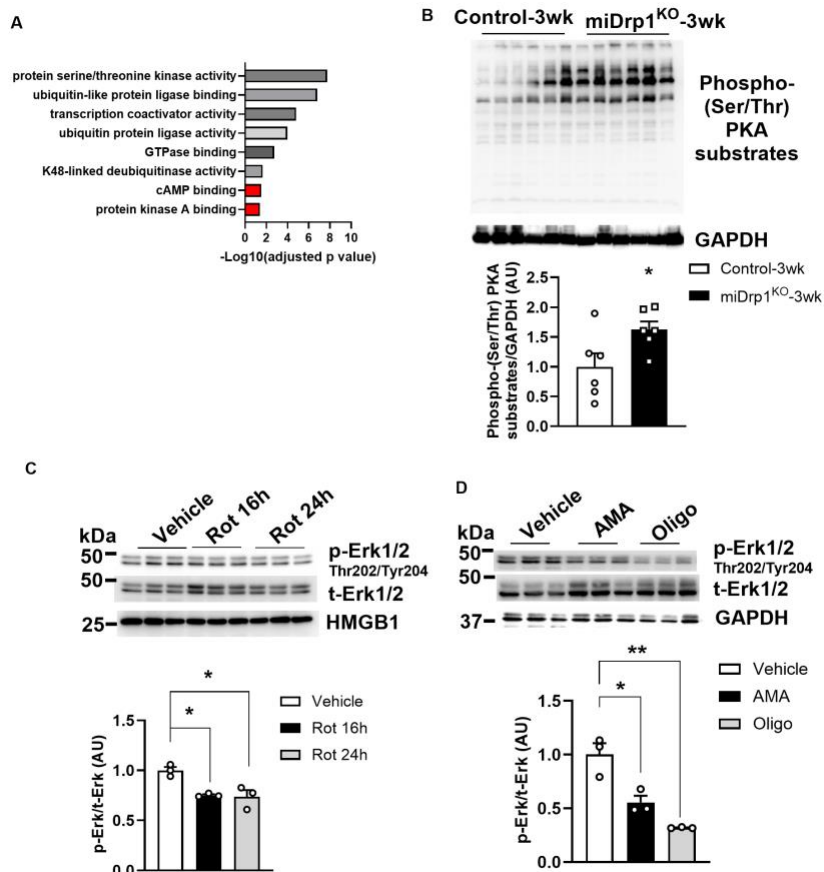

**Figure S7. Acute Drp1 deletion disrupts mitochondrial function and Erk1/2-Nur77 signaling in skeletal muscle.** **A.** Human Phenotype Ontology enrichment analysis of transcripts reduced in quadriceps muscles of miDrp1<sup>KO</sup> (n=3) mice compared to control (n=3) mice. **B.** Western blot and densitometric analysis (bottom) showing increased phospho-PKA substrate protein levels in quadriceps muscles of controls (n=6) and miDrp1<sup>KO</sup> (n=6) mice at 3 weeks post-*Dnm1l* deletion. **C.** Western blot of phosphorylated Erk1/2 Thr202/Tyr204 and Erk1/2 protein levels in C2C12 myotubes treated with Rot (complex I inhibitor), **D.** Antimycin A (complex III inhibitor, 16h) and Oligomycin A (complex V inhibitor, 16h) (n=3). Data are presented as mean  $\pm$  SEM; Unpaired student's t-test two tailed. \*, p < 0.05; \*\*, p < 0.01.

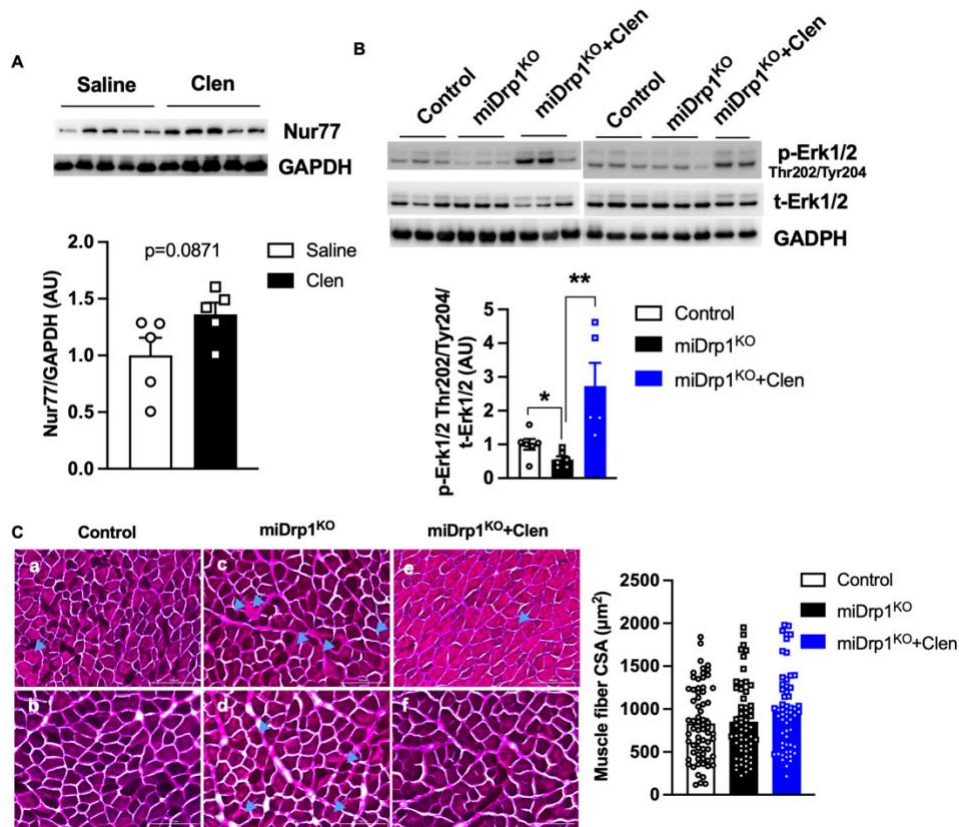

**Figure S8. Clenbuterol mitigates muscle atrophy in miDrp1<sup>KO</sup> mice.** **A.** Western blot and densitometric analysis (bottom) of Nur77 in gastrocnemius muscles of WT mice treated with saline (n=5) and Clen (n=5). **B.** Western blot and densitometric analysis (bottom) of protein levels of phosphorylated Erk1/2 Thr202/Tyr204 in quadriceps muscles of Control (n=6), miDrp1<sup>KO</sup> (n=6), miDrp1<sup>KO</sup>+Clen (n=5). **C.** At 8 weeks post-*Dnm1* deletion, only the miDrp1<sup>KO</sup>+Clen group received Clen in the drinking water for one week. H&E staining and muscle CSA (right) of gastrocnemius muscles from control (a and b), miDrp1<sup>KO</sup> (c and d), and miDrp1<sup>KO</sup>+Clen (e and f) mice. (Blue arrows indicate fibers with centralized nuclei, scale bar=200 $\mu\text{m}$ ). Data are presented as mean  $\pm$  SEM; Unpaired student's t-test two tailed. \*, p < 0.05; \*\*, p < 0.01.

**Table S1. Antibody list.**

| <b>Antibody</b>                     | <b>Company</b>           | <b>Catalog Number</b>   | <b>RRID</b> |
|-------------------------------------|--------------------------|-------------------------|-------------|
| 14-3-3                              | Santa Cruz Biotechnology | SC-1657                 | AB_626618   |
| Actin                               | Abcam                    | ab8227                  | AB_2305186  |
| AlexaFluor 488 goat anti rabbit IgG | Invitrogen               | A11008                  | AB_143165   |
| AlexaFluor 568 goat anti mouse IgG  | Invitrogen               | A11004                  | AB_2534072  |
| Atp5 $\alpha$                       | Abcam                    | ab14748                 | AB_301447   |
| CamKII                              | Santa Cruz Biotechnology | SC-9035                 | AB_634551   |
| Chop                                | Cell Signaling           | 2895T                   | AB_2089254  |
| Drp1                                | Abcam                    | ab56788                 | AB_941306   |
| Drp1                                | Cell Signaling           | 8570S                   | AB_10950498 |
| FoxO1                               | Cell Signaling           | 2880T                   | AB_2106495  |
| FoxO3a                              | Santa Cruz Biotechnology | SC-48348                | AB_627634   |
| Gapdh                               | Cell Signaling           | 5174S                   | AB_10622025 |
| GST                                 | Abcam                    | ab19256                 | AB_444809   |
| HMGB1                               | Abcam                    | ab18256                 | AB_444360   |
| IkB                                 | Cell Signaling           | 4814T                   | AB_390781   |
| Lamp1                               | SIGMA                    | L1418                   | AB_477157   |
| LC3B                                | Cell Signaling           | 3868P                   | AB_2137707  |
| LC3B                                | Cell Signaling           | 2775S                   | AB_915950   |
| LC3B                                | NOVUS                    | NB100-2220              | AB_10003146 |
| MEK1/2                              | Santa Cruz Biotechnology | SC-436                  | AB_2142929  |
| Mono poly-ubi                       | ENZO life SCIENCES       | ENZ-ABS840, Clone UBCJ2 | AB_2935893  |
| mtNd1                               | Abcam                    | ab181848                | AB_2687504  |
| MyoD                                | Santa Cruz Biotechnology | SC-32758                | AB_627978   |
| MyoG                                | Abcam                    | ab1835                  | AB_302633   |
| Nur77                               | Abcam                    | ab109180                | AB_10861258 |
| p-CamKII                            | Cell Signaling           | 3361S                   | AB_10015209 |
| p-FoxO1                             | CST                      | 9461S                   | AB_329831   |
| p-FoxO3a                            | Cell Signaling           | 9466S                   | AB_2106674  |
| p-IkB                               | Cell Signaling           | 9246S                   | AB_2267145  |
| p-MEK1/2                            | Santa Cruz Biotechnology | SC-7995-R               | AB_653313   |

|                  |                           |           |             |
|------------------|---------------------------|-----------|-------------|
| p-p44/42         | Cell Signaling            | 4370P     | AB_2315112  |
| p-PKA substrate  | Cell Signaling            | 9624S     | AB_331817   |
| p-PKA C (Thr197) | Cell Signaling            | 5661S     | AB_10707163 |
| PKA C- $\alpha$  | Cell Signaling            | 5842S     | AB_10706172 |
| P44/42           | Cell Signaling            | 4695      | AB_390779   |
| P62              | Progen<br>Biotechnik GmbH | 03-GP62-C | AB_1542690  |
| Parkin           | Abcam                     | ab77924   | AB_1566559  |
| Parkin           | Cell Signaling            | 2132      | AB_10693040 |
| Pgc1 $\alpha$    | EMD Millipore             | AB3242    | AB_2268462  |
| Pgc1 $\alpha$    | Abcam                     | ab191838  | AB_2721267  |
| Sdha             | Cell Signaling            | 11998S    | AB_2750900  |
| TFAM             | Abcam                     | ab131607  | AB_11154693 |
| VDAC             | Cell Signaling            | 4661S     | AB_10557420 |

**Table S2. Primer list (Mouse).**

| Gene             | Sequence-Forward           | Sequence-Reverse            |
|------------------|----------------------------|-----------------------------|
| <i>18S</i>       | CGCCGCTAGAGGTGAAATTCT      | CGAACCTCCGACTTTTCGTTCT      |
| <i>Atrogin-1</i> | GCAAACACTGCCACATTCTCT      | CTTGAGGGGAAAGTGAGACG        |
| <i>Ccl2</i>      | AGG TCC CTG TCA TGC TTC TG | TCT GGA CCC ATT CCT TCT TG  |
| <i>Ccl5</i>      | CTG CTG CTT TGC CTA CCT CT | TCC TTC GAG TGA CAA ACA CG  |
| <i>Ccl5</i>      | GCT GCT TTG CCT ACC TCT CC | TCG AGT GAC AAA CAC GAC TGC |
| <i>Dnm1l</i>     | CGTGGACTAGCTGCAGAATG       | TGCCTCAGATCGTCGTAGTG        |
| <i>F4/80</i>     | TTTGGCTATGGGCTTCCAGTC      | GCAAGGAGGACAGAGTTTATCGTG    |
| <i>Il1b</i>      | GACGGCACACCCACCCT          | AAACCGTTTTTCCATCTTCTTT      |
| <i>Il6</i>       | CCACGGCCTTCCCTACTTCA       | TGCAAGTGCATCATCGTTGTT       |
| <i>Keap1</i>     | CCAGTTGAACAGTGTGGAGC       | AGCATTCCACACTGTCCAGA        |
| <i>Mrf4</i>      | CACAGATCGTCGGAAAGCAG       | GGGTTTGTAGCTGTAGGGGT        |
| <i>mtCo1</i>     | TCCAACATCATCCCTTGACATC     | TCCTGCTATGATAGCAAACACT      |
| <i>mtCo3</i>     | GCAGGATTCTTCTGAGCGTTCT     | GTCAGCAGCCTCCTAGATCATGT     |
| <i>mtNd1</i>     | GTTGGTCCATACGGCATT         | TGGGTGTGGTATTGGTAGGG        |
| <i>mtNd4</i>     | GCCTGATTACTGCCACTAATA      | GGTCCCTCATCGGGTAATAA        |
| <i>mtNd6</i>     | ACAACATATATTGCCGC          | GATATACGACTGCTATAGCTA       |
| <i>Myf5</i>      | TGAGGGAACAGGTGGAGAAC       | GACAGGGCTGTTACATTGAGG       |
| <i>MyoD</i>      | AGGCCGTGGCAGCGA            | GCTGTAATCCATGCCATCA         |
| <i>MyoG</i>      | CAACCAGGAGGAGCGCGATCTCCG   | AGGCGCTGTGGGAGTTGCATTCACT   |
| <i>Nrf2</i>      | CTCGCTGGAAAAAGAAGTGG       | CGGTCCAGGAGTTCAGAGAG        |
| <i>Nur77</i>     | CTTGAGTTCGGCAAGCCTAC       | CGAGGATGAGGAAGAAGACG        |

|                                   |                             |                            |
|-----------------------------------|-----------------------------|----------------------------|
| <i>Park2</i>                      | GGAAGCCATAGCTGGAGTTG        | AAACCTGACAGAAACGCTGG       |
| <i>Pax3</i>                       | ATCGGAGCCTTCATCTGACT        | GGCGGATCTAGAAAGGAAGG       |
| <i>Pax7</i>                       | CGGGTTCTGATTCCACATCT        | CGACGAGGAAGGAGACAAGA       |
| <i>Peo1</i>                       | GCCCAGTCACCAGTTTCCTA        | ACTCTGGTCATTCAACCCTCG      |
| <i>Ppargc1<math>\alpha</math></i> | GGAGCCGTGACCACTGACA         | TGGTTTGCTGCATGGTTCTG       |
| <i>Polg1</i>                      | TAGCTGGCTGGTCCAAGAGT        | CGACGTGGAGGTCTGCTT         |
| <i>Polg2</i>                      | CCGTTTTCCAGCGTAGTCTC        | TTCTGTGTGGCCTGGCTATT       |
| <i>Ppia</i>                       | AGCCAAATCCTTTCTCTCCAG       | CACCGTGTTCTTCGACATCA       |
| <i>Sdha</i>                       | TACTACAGCCCCAAGTCT          | TGGACCCATCTTCTATGC         |
| <i>Tfam</i>                       | AGC TTG TAA ATG AGG CTT GGA | AGA TGT CTC CGG ATC GTT TC |
| <i>Tnf<math>\alpha</math></i>     | CAC AAG ATG CTG GGA CAG TGA | TCC TTG ATG GTG GTG CAT GA |
| <i>Trim63</i>                     | GCGAGACAGTCGCATTTCAA        | AGGCTTGGTAAACATCTCCAG      |

How the deposited data were processed for this re-analysis (not part of the article)

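RNA-seq of quadriceps muscle from 3 control mice (replicates B, C and D) and 3 miDrp1 KO mice (replicates A, E and F) 3 weeks post–*Dnm1l* deletion was analysed. Each library was assigned to its group by the genotype given with it, and the time point was taken from the paper. The authors deposited raw counts per gene, 1 file per library. According to the paper, total RNA libraries were depleted of ribosomal RNA, combined into pools and sequenced, and reads were checked with FastQC, aligned to GRCm38 and counted with Rsubread. The paper's text does not state which library was in which pool, nor how reads on overlapping genes or on near-identical copies were counted, so such genes are uncertain. The files hold whole numbers, without normalization, for 27179 genes listed by Entrez identifier, of which 874 have no symbol.

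Control libraries held 13989588 to 62042255 counts (median 25170274) and miDrp1 KO libraries 20028624 to 28829756 (median 24348524). The biological coefficient of variation estimated by edgeR was 0.252. No samples were left out and none were pooled. Spearman correlations between libraries over the tested genes ran from 0.960 to 0.985, with no duplicate among the libraries.

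The counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr by genotype, robust quasi-likelihood fit, Benjamini-Hochberg adjustment over the 16483 genes tested, threshold 0.05). CPM were computed here with the TMM library sizes. Standard errors given with edgeR's log2 fold changes were derived here. Each is the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. A value for 1 gene was also compared between the groups by a two-sided exact permutation test over the splits of the 6 mice. Gene lists were tested with camera in limma 3.58.1 (preset correlation 0.01), with an estimated correlation and with fry, and by one-sided Fisher's exact tests against the tested genes that have a symbol. Lists of at least 5 tested genes entered the adjustment over lists. Reactome pathways with 15 to 500 tested genes, as shipped with fgsea 1.28.0, were tested with camera as well. Principal components and correlations used log2 CPM with a prior count of 2.

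The gene lists were written by hand from general knowledge before the counts were opened, and stand in for ontology terms only approximately. They cover inherited muscle disease, cAMP binding, PKA binding, proteins encoded by mitochondrial DNA, the nuclear respiratory chain, mitochondrial dynamics, mitochondrial and ER stress, muscle atrophy, immediate-early genes, the circadian clock, slow and fast fibres, denervation, adipose cells, blood cells, peripheral nerve, macrophages, fibroblasts and matrix, sex-linked genes and the genes the paper measured by PCR. The PCR list holds *Sqstm1*, which the paper measured as protein, and leaves out *Myf5* and *Mrf4*, which are in its primer list; it was kept as written. Genes were named by a rule set at the same time. It took *Dnm1l*, *Nr4a1*, the genes measured by PCR, sex-linked genes, and the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups. Other genes are named with a remark that they were chosen after their values were seen.

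The alternatives were DESeq2 1.42.0 (the paper's tool, in another version), limma voom, RLE and upper quartile normalization, no filter on low counts, a minimum of 10 counts in every library, an unadjusted threshold, the estimated correlation and fry for lists, and 6 fits that each left out 1 replicate. The 5 alternatives added after the data were seen were a correction for gene length and GC content (natural splines with 5 degrees of freedom), leaving out 29 ribosomal RNA genes and *Lars2*, the ribosomal RNA share as a covariate, the slow fibre score as a covariate, and DESeq2 without independent filtering. Length, GC content and coordinates on GRCm38 were matched by Entrez identifier, and 14833 of the tested genes (90.0%) had a length and GC content. The scan for neighbouring genes that move together took the mean z of 5 neighbouring tested genes over 15819 windows. A window of 10 genes was also looked at, put the same region first and was not kept.

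The methods were tested on simulated counts for this comparison with the real means and library sizes and 200 genes changed by a log2 fold change of 1 or 2, in 10 draws per setting. With each gene's own dispersion, edgeR recovered on average 28.7% of the genes changed by 1 and 80.0% of those changed by 2. The share of unchanged genes among its calls was 11.1% on average and ran from 6.78 to 16.2%, above the nominal 5% in all 10 draws. For DESeq2 the share was 20.7% on average and ran from 14.5 to 26.0%, and for limma voom it was 9.74%. With 1 dispersion for all genes the average shares were 4.52% for edgeR, 9.55% for DESeq2 and 4.72% for limma voom. An earlier rule for this test, that the share should stay under 15% for every method, was not met by DESeq2 and was replaced by a limit of 10% on edgeR with 1 dispersion for all genes after this was seen. A planted window of 5 genes was found, and a planted GC trend fell from a Spearman correlation of 0.658 to 0.0173 after the correction. A planted list of 40 genes, each lowered by a log2 fold change of 1 or 2, was found by camera and fry. These shifts are larger than the median of the muscle disease list (−0.23), so the test does not show that shifts of that size would be found. Counts were drawn independently for each gene, so neither this test nor the shares of unchanged genes above allow for genes that vary together between mice.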

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

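The tests in this part that were chosen only after the result was seen are the ratio of the lowest miDrp1 KO to the highest control library, the length and GC correction, leaving out ribosomal RNA genes and *Lars2*, and the fits with the ribosomal RNA share or the slow fibre score as a covariate. *Esr1*, a gene the paper does not report on, had far more counts in miDrp1 KO than in control quadriceps, with a log2 fold change of 3.87 (adjusted p = 1.07e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 2.17e-61 to 0.00440 over 16 alternatives). It was higher in 3 of 3 miDrp1 KO libraries, at 714, 464 and 476 CPM in replicates A, E and F against 34.6, 43.1 and 35.4 CPM in control replicates B, C and D. The lowest miDrp1 KO library was 10.8 times the highest control library. The tables argue against a difference in sex, since all 6 libraries carry Y-linked counts, and against one in library size, since the totals of the miDrp1 KO libraries lie within the range of the control libraries. *Esr1* was called in each of the fits with another test, normalization, filter or covariate and in each fit that left out 1 replicate, including the length and GC correction (3.84) and the ribosomal RNA share as a covariate (3.78). A candidate explanation is reads of the Cre transgene of the miDrp1 KO mice, whose tamoxifen-binding parts are an oestrogen receptor sequence that could be counted on *Esr1*. This lowest ratio of 10.8 is consistent with that, but a rise of *Esr1* itself after *Dnm1l* deletion would look the same in counts per gene. Reads per exon, which were not analysed here, would separate them, so the transgene and a biological rise cannot be told apart.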

How the results depend on the processing

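The alternatives chosen only after the data were seen were the length and GC correction, leaving out ribosomal RNA genes and *Lars2*, both covariates, and DESeq2 without independent filtering; all others, with the gene lists and the rule for named genes, were chosen before the data were examined. Leaving out mitochondrially encoded genes was not run, since these genes have 0 counts in every library. No paired analysis was possible because the replicate letters of the groups differ. The cause of the changes below was not tested, apart from fits with fewer mice or fewer genes.

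With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 genes changed, 1 higher and 1 lower. *Esr1* kept its call and direction in all 16 alternatives with a test, with log2 fold changes from 3.66 to 4.01. *Unc5a* kept its direction in all 15 that gave it an adjusted p, and lost its call with limma voom (−2.97), without miDrp1 KO replicate E (−3.25), without miDrp1 KO replicate F (−2.70) and with the ribosomal RNA share as a covariate (−2.92). DESeq2 called 113 genes, 18 higher and 95 lower, and without independent filtering 32, 12 higher and 20 lower. Limma voom called 1 gene, with 0 lower, where 2068 had an unadjusted p under 0.05, and the fit with the ribosomal RNA share as a covariate also 1, with 0 lower and 1375 at an unadjusted p under 0.05. No filter on low counts gave 8 genes, 4 higher and 4 lower, and the slow fibre score as a covariate 4, of which 3 higher. At an unadjusted p under 0.05 there were 1796 genes, 771 higher and 1025 lower. Across the 6 fits that each left out 1 replicate, the number of changed genes ran from 1 (without E or F, with 1203 and 1337 genes at an unadjusted p under 0.05) to 7 (without A), and that of lower genes from 0 to 6.

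*Dnm1l* and *Nr4a1* kept their direction in all 16 alternatives. Among these 16, *Dnm1l* passed the threshold with DESeq2 only and *Nr4a1* with none. For *Dnm1l* DESeq2 gave −0.93 (adjusted p = 0.00302 from its Wald test with Benjamini-Hochberg adjustment, against up to 0.877 in other alternatives). DESeq2 without independent filtering is not among these 16.

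The muscle disease list kept a negative median in every alternative, from −0.31 without control replicate C to −0.14 with upper quartile normalization. The number of its genes among the changed genes was 0 of 2, 13 with DESeq2, 39 at an unadjusted p under 0.05, and from 0 to 2 across the fits without 1 replicate, the 2 being without miDrp1 KO replicate A. The PKA list passed an unadjusted camera threshold with DESeq2 (median −0.057), limma voom (−0.079) and no filter on low counts (−0.034), and reversed with upper quartile normalization (0.033), which moves the median of all genes by 0.09. Without 1 replicate its median ran from −0.19 (without control replicate C) to 0.016 (without miDrp1 KO replicate F). Of the 19 lists, the muscle disease list included, 11 had an adjusted camera p under 0.05, 0 with an estimated correlation and 0 with fry, and 7 to 11 without 1 replicate. Of the Reactome pathways, 48 passed with camera, 242 with DESeq2, 84 with limma voom, 29 with upper quartile normalization, 207 with no filter on low counts, 30 with at least 10 counts in every library, 150 with the length and GC correction, 92 with the ribosomal RNA share and 27 with the slow fibre score as covariates, 0 with an estimated correlation, 0 with fry (62 at an unadjusted p under 0.05), and 26 to 136 without 1 replicate.

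Of 34 named genes, 11 changed direction in some alternative, with 0 of these values past the threshold. Log2 fold changes of reversed sign were −0.012 for *Tfam* with DESeq2; 0.15 for *Adgre1* and −0.0043 for *Ddit3* with limma voom; 0.0017 for *Nfe2l2* with RLE normalization; 0.042 for *Adgre1*, 0.043 for *Ppp1r15a*, 0.050 for *Atf6* and 0.076 for *Nfe2l2* with upper quartile normalization; 0.0052 for *Atf6* and 0.032 for *Nfe2l2* with at least 10 counts in every library; −0.028 for *Tfam* and −0.20 for *Ddit3* with the length and GC correction; 0.0027 for *Atf6* and 0.029 for *Nfe2l2* with ribosomal RNA genes and *Lars2* left out; −0.029 for *Tfam* and 0.072 for *Adgre1* with the ribosomal RNA share as a covariate; and 0.25 for *Adgre1*, −0.34 for *Ddit3* and 0.056 for *Nfe2l2* with the slow fibre score as a covariate. Across the fits without 1 replicate, the log2 fold change ran from −0.0032 to 0.039 for *Tfam*, from −0.29 to 0.38 for *Adgre1*, from −0.13 to 0.84 for *Il1b*, from −0.20 to 0.32 for *Ddit3*, from −0.22 to 0.13 for *Ppp1r15a*, from −0.11 to 0.046 for *Atf6*, from −0.093 to 0.50 for *Ppargc1a*, from −0.11 to 0.12 for *Nfe2l2*, from −0.42 to 0.21 for *Pax3*, from −0.021 to 0.24 for *Ppia* and from −0.17 to 0.021 for *Eif2s3y*.

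Of 16 other lists, 6 reversed in some alternative. Upper quartile normalization moves the median of all genes by 0.09, so a reversal there need not change a list's place among them. The PCR list reversed in that setting only, where its camera p before adjustment was 0.0572, against 0.0686 in the main fit. The median of the stress list was −0.0052 with the length and GC correction, −0.013 with limma voom and −0.045 with the ribosomal RNA share as a covariate, that of the atrophy list 0.016 with upper quartile normalization and 0.0032 with the slow fibre score, that of the denervation list 0.044 and that of the PCR list 0.042 with upper quartile normalization, that of the slow fibre list −0.018 with the slow fibre score, and that of blood cells −0.11 with the length and GC correction and −0.16 with the slow fibre score. Without 1 replicate the medians ran from −0.029 to 0.061 for stress, from −0.13 to 0.077 for denervation and from −0.27 to 0.91 for blood cells. Changes without a reversal among these lists numbered 40 weaker and 12 stronger, and among named genes 4 weaker and 1 stronger.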

Differences from the paper's values

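None of the tests in this part was chosen only after the result was seen. The 16 alternatives for single genes include 4 chosen after seeing the data (the length and GC correction, ribosomal RNA genes and *Lars2* left out, and the ribosomal RNA share and the slow fibre score as covariates), and the others were set before the data were examined. The paper gives no RNA-seq value in its text that was also computed here. The paper states that *Nur77* expression fell significantly in the RNA-seq data. Here the log2 fold change of *Nr4a1* was −0.57, lower in 2 of 3 miDrp1 KO libraries, with an adjusted p of 0.584 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was above 0.05 in all 16 alternatives (0.0628 without miDrp1 KO replicate A to 0.877). DESeq2, which the paper names, gave −0.58, an adjusted p of 0.295 and an unadjusted p of 0.0575.

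The paper states that cAMP binding and PKA binding were down-regulated. Here the medians of the lists were −0.09 and −0.06, and neither passed 0.05 with camera (adjusted p = 0.344 and 0.136 over the 19 lists) or with fry (0.584 for both). The PKA list passed an unadjusted camera threshold of 0.05 with DESeq2 (0.0422), limma voom (0.0464), no filter on low counts (0.0461), and without control replicate C (0.00748), miDrp1 KO replicate A (0.0379) or miDrp1 KO replicate E (0.0288). After adjustment over the lists it passed only without control replicate C (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 0.0178, against up to 0.659 over the alternatives). The lists are not the annotations the paper used.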

Other observations

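The tests chosen only after the result was seen are those of ribosomal RNA, the length and GC correction, those of splits for DESeq2, Reactome pathways, the muscle disease list and neighbouring genes, of matched random lists, of slow fibres, of the clock gene that moved farthest, and of the *Speer* genes and their neighbours. The list of genes the paper measured by PCR was looked up in the RNA-seq libraries. Of 27 tested, which include *Sqstm1*, measured in the paper as protein, 0 had an adjusted p under 0.05 over all genes, 3 when adjusted over the list alone (*Dnm1l*, *Ccl2* and *Sdha*) and 5 an unadjusted p under 0.05. With DESeq2's Wald test and Benjamini-Hochberg adjustment over all genes, 2 passed, *Dnm1l* and *Sdha* (adjusted p = 0.0199 for *Sdha*, the lowest of its 16 alternatives, which reached 0.877). The log2 fold change was −0.23 for *Fbxo32* (Atrogin-1), −0.36 for *Trim63*, −0.05 for *Adgre1* (F4/80), −0.50 for *Polg* and −0.87 for *Sdha*. For *Ccl2* it was 1.94, at low levels of 0.370 ± 0.00779 CPM in control and 1.41 ± 0.538 CPM in miDrp1 KO muscle. The paper reports from its PCR data, with more mice per group than here, that *Fbxo32*, *Trim63*, *Polg*, *Ccl2* and *Adgre1* were higher in miDrp1 KO muscle. The unadjusted p from edgeR's quasi-likelihood test was 0.417 for *Fbxo32*, 0.108 for *Trim63* and 0.867 for *Adgre1*, so these changes could not be told apart from 0. It was 0.00981 for *Polg* (0.0662 adjusted over the list alone), whose direction was opposite to the PCR, and 0.00124 for *Ccl2*, whose direction was the same.

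Of the 10 splits of the 6 mice into 3 and 3, the real one included, 3 gave as many genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 gave as many with DESeq2 and 4 gave as many Reactome pathways. The split of replicates A, C and D from B, E and F gave 10 genes with edgeR, 218 with DESeq2 and 1827 at an unadjusted p under 0.05, against 2, 113 and 1796 for the real one, and A, C and F from B, D and E gave 32 and 154. The former also divides the libraries by the slow fibre score, at 2.80, 2.24 and 3.23 in A, C and D and 5.13, 5.40 and 5.36 in B, E and F. With 10 splits, a share under 0.05 cannot be reached, so the number of genes and pathways and a chance division of the mice cannot be told apart. For *Esr1* and *Unc5a*, the tables argue against several technical sources. The lowest sum of Y-linked genes in any library was 286 CPM, so that a difference in sex does not separate the groups, and 3 of 3 miDrp1 KO libraries had a total within the range of the control libraries. The correction for gene length and GC content kept 2 of the 2 genes, as did leaving out ribosomal RNA genes and *Lars2*, though with the ribosomal RNA share as a covariate *Unc5a* was not called. The circadian clock gene that moved farthest, *Bhlhe41*, had a log2 fold change of −0.88 (standard error 0.31), far less than *Esr1* and *Unc5a*, which argues against a shift in the time of dissection as the source of these calls. For smaller changes in other genes the clock list, with a fry p of 0.181, leaves such a shift open.

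For the lower *Nr4a1*, handling that lowers immediate-early genes in general was looked for in the rest of that list, whose median without *Nr4a1* was 0.29, in the other direction. Tested without *Nr4a1*, the list lay upward, with an unadjusted p of 0.00378 from camera with its preset correlation and 0.0351 from limma's fry. For the whole list the adjusted p was 0.0186 from that camera test, 0.249 from fry and 0.554 from camera with an estimated correlation. A general fall of the list was thus not seen. Since 13 of these genes were lower and 24 higher, handling that lowers only some of them stays open. Scaling for library composition moved the log2 fold change of *Nr4a1* by only 0.0869 over 4 scalings. The clock list had a median of −0.25, so a shift in time of day could have a part in it. With the slow fibre score as a covariate *Nr4a1* was −0.43, and since *Nr4a1* is not past the threshold with or without it, the share of slow fibres stays open too. A biological fall after *Dnm1l* deletion remains open as well, and the size of the value rests on single mice, at −1.08 without miDrp1 KO replicate A and −0.30 without miDrp1 KO replicate F.

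For the muscle disease list, 1 of the 10 splits, the real one, moved the median as far from 0, which is the smallest share this design can give. With the ribosomal RNA share as a covariate the camera p was 2.09e-09 and the median −0.25, and with the length and GC correction the median was −0.28, so neither accounts for the shift. Of 10000 random lists matched on length, GC content and mean expression, 12 (0.12%) had a median as low as −0.23. The medians of the random lists centred on −0.16 (95% between −0.20 and −0.11), so that genes alike in length, GC content and expression share much of the shift. Random lists draw genes and do not measure the spread between mice, so a shift beyond that of matched genes cannot be told apart from chance differences between 3 and 3 mice. A general fall of highly expressed genes may account for part of the shift.

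On chromosome 5, from 15524456 to 15714596 of GRCm38, 5 neighbouring genes (*Gm21190*, *Speer4d*, *4930572O03Rik*, *Speer4cos* and *Speer4c*), chosen after their values were seen, had the highest mean z of 15819 windows, 3.44 against 2.10 for the next region, on chromosome 13. Of the 10 splits, only 1, the real one, gave a window as high. The 5 *Speer* genes in or near the region, within bounds also chosen after the values were seen, summed to 5.11 ± 1.16 CPM (SD, n = 3) in miDrp1 KO and 0.786 ± 0.234 CPM (SD, n = 3) in control muscle (exact permutation test, p = 0.1). The 10 *Speer* genes elsewhere summed to 1.97 ± 0.335 against 1.38 ± 0.405 CPM with overlapping groups (exact permutation test, p = 0.2), which argues against a rise of the whole family to a like degree. Reads shared between near-identical copies make the single genes uncertain, but of 4 nearby genes of other families 2, *Sema3e* (log2 fold change 1.16) and *Pclo* (0.60), were also higher in every miDrp1 KO library than in every control library, while *Hgf* (0.45) overlapped between the groups and *Cacna2d1* (−0.49) was lower. DNA linked to the Cre transgene, such as its insertion site or sequence from another strain, is a candidate source that was not tested, and shared reads and chance stay open.

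The other lists are given as values. With camera and adjustment over the 19 lists, the median log2 fold change was −0.98 for adipose cells, −0.54 for fast fibres, 0.26 for the nuclear respiratory chain, 0.40 for macrophages, 0.33 for fibroblasts and matrix, −0.25 for the circadian clock, 0.27 for immediate-early genes, −0.11 for mitochondrial dynamics, 0.38 for peripheral nerve and 0.62 for slow fibres, all past an adjusted camera p of 0.05 and none with fry or an estimated correlation. It was −0.08 for muscle atrophy, −0.05 for the PCR genes, −0.05 for denervation, 0.10 for blood cells, 0.03 for mitochondrial and ER stress and 0.18 for sex-linked genes, none of them past it. Without 1 replicate the median ran from 0.08 to 0.49 for fibroblasts and matrix and from 0.31 to 1.85 for slow fibres. It ran from −0.46 to −0.11 for the circadian clock and from 0.12 to 0.39 for the nuclear respiratory chain. For mitochondrial dynamics it ran from −0.21 to −0.05. The lists past an adjusted camera p of 0.05 kept the sign of their median in these fits, but not its size. The list of proteins encoded by mitochondrial DNA had 0 tested genes. The slow fibre list differed between mice of 1 group by more than between groups, with medians of 1.30, −2.06 and −0.81 in control replicates B, C and D and −0.84, 1.09 and 1.11 in miDrp1 KO replicates A, E and F. Of 711 Reactome pathways, 40 of the 48 past an adjusted camera p of 0.05 were lower and 8 higher.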
